# Physiological responses of *Saccharomyces cerevisiae* to industrially relevant conditions: Slow growth, low pH, and high CO_2_ levels

**DOI:** 10.1002/bit.27210

**Published:** 2020-01-22

**Authors:** Xavier Hakkaart, Yaya Liu, Mandy Hulst, Anissa el Masoudi, Eveline Peuscher, Jack Pronk, Walter van Gulik, Pascale Daran‐Lapujade

**Keywords:** acid stress, carbon dioxide, carboxylic acid, yeast, zero‐growth

## Abstract

Engineered strains of *Saccharomyces cerevisiae* are used for industrial production of succinic acid. Optimal process conditions for dicarboxylic‐acid yield and recovery include slow growth, low pH, and high CO_2_. To quantify and understand how these process parameters affect yeast physiology, this study investigates individual and combined impacts of low pH (3.0) and high CO_2_ (50%) on slow‐growing chemostat and retentostat cultures of the reference strain *S. cerevisiae* CEN.PK113‐7D. Combined exposure to low pH and high CO_2_ led to increased maintenance‐energy requirements and death rates in aerobic, glucose‐limited cultures. Further experiments showed that these effects were predominantly caused by low pH. Growth under ammonium‐limited, energy‐excess conditions did not aggravate or ameliorate these adverse impacts. Despite the absence of a synergistic effect of low pH and high CO_2_ on physiology, high CO_2_ strongly affected genome‐wide transcriptional responses to low pH. Interference of high CO_2_ with low‐pH signaling is consistent with low‐pH and high‐CO_2_ signals being relayed via common (MAPK) signaling pathways, notably the cell wall integrity, high‐osmolarity glycerol, and calcineurin pathways. This study highlights the need to further increase robustness of cell factories to low pH for carboxylic‐acid production, even in organisms that are already applied at industrial scale.

## 1 INTRODUCTION

Dicarboxylic acids are attractive platform molecules for production of a wide range of chemicals (Becker, Lange, Fabarius, & Wittmann, 2015). High‐yield microbial conversion of glucose to dicarboxylic acids can be achieved through the reductive branch of the TCA cycle and requires elevated concentrations of dissolved carbon dioxide (CO_2_) to promote carboxylation of pyruvate or phosphoenolpyruvate to oxaloacetate (Ahn, Jang, & Lee, 2016; Yin et al., 2015; Zelle, de Hulster, Kloezen, Pronk, & van Maris, 2010). Cost efficiency and sustainability of industrial dicarboxylic‐acid production can be increased by using culture pH values well below pKa_1_ of the product (pKa_1_ values of succinic, malic and fumaric acid are 4.16, 3.51, and 3.03, respectively). Production of the free acid prevents the need for coproduction of large quantities of gypsum (Abbott, Zelle, Pronk, & Van Maris, 2009; Chen & Nielsen, 2016). In contrast to most carboxylic‐acid producing prokaryotes, the yeast *Saccharomyces cerevisiae* can withstand both high CO_2_ (Aguilera, Petit, De Winde, & Pronk, 2005; Eigenstetter & Takors, 2017; Richard, Guillouet, & Uribelarrea, 2014) and low pH (Della‐Bianca, de Hulster, Pronk, van Maris, & Gombert, 2014; Verduyn, Postma, Scheffers, & van Dijken, 1990). However, although *S. cerevisiae* grows at high CO_2_, reduced biomass yields have been reported for respiring *S. cerevisiae* cultures grown at CO_2_ values of 50% and 79% (Aguilera et al., 2005; Eigenstetter & Takors, 2017; Richard et al., 2014). Similarly, *S. cerevisiae* can grow at pH values as low as pH 2.5, but only at significantly reduced specific growth rates (Carmelo, Bogaerts, & Sá‐Correia, 1996; Della‐Bianca & Gombert, 2013; Della‐Bianca, de Hulster, Pronk, van Maris, & Gombert, 2014; Eraso & Gancedo, 1987; Orij, Postmus, Beek, Brul, & Smits, 2009).

Heterotrophic microorganisms dissimilate their carbon and energy substrate to supply ATP for biomass formation and for cellular maintenance (Pirt, 1965, 1982). In yeast strains engineered for dicarboxylic‐acid production, product formation and export costs ATP and therefore directly competes with growth and maintenance processes for ATP supply (Abbott et al., 2009; Jansen & van Gulik, 2014; Maris, Konings, Dijken, & Pronk, 2004). Slow growth in fed‐batch cultures (typically at specific growth rates below 0.05 hr^−1^) limits consumption of substrate for biomass formation, which benefits product yields. However, a trade‐off of this strategy is that the fraction of the energy substrate allocated to cellular maintenance increases with decreasing specific growth rate, thereby leaving less substrate available for energy‐dependent product formation (Hensing, Rouwenhorst, Heijnen, van Dijken, & Pronk, 1995; Maurer, Kühleitner, Gasser, & Mattanovich, 2006; Wahl, Bernal Martinez, Zhao, van Gulik, & Jansen, 2017). Despite its industrial relevance, quantitative understanding of maintenance‐related processes in *S. cerevisiae* and their sensitivity to industrially relevant process conditions is far from complete. Previous studies showed that, while growth‐rate independent (Boender, de Hulster, van Maris, Daran‐Lapujade, & Pronk, 2009; Vos et al., 2016), the maintenance‐energy requirement (*m*_S_; mmol glucose/g biomass/h) of *S. cerevisiae* can be affected by the cultivation conditions (Lahtvee, Kumar, Hallstrom, & Nielsen, 2016; Liu, el Bouhaddani, Pronk, & van Gulik, 2019; Vos et al., 2016). For example, growth at pH 2.5 substantially reduces the maximum specific growth rate in batch cultures (Carmelo et al., 1996; Della‐Bianca & Gombert, 2013; Della‐Bianca et al., 2014; Orij et al., 2009) and increases activity of the plasma‐membrane proton pumps, suggesting that low pH also affects *m*_S_ (Carmelo et al., 1996; Eraso & Gancedo, 1987). Moreover, even under mildly acidic conditions, the presence of weak, membrane‐permeable organic acids strongly increases energy‐requirements for intracellular pH homeostasis (Abbott et al., 2007; Verduyn et al., 1990).

Although elevated CO_2_ and low pH are relevant industrial process conditions for dicarboxylic‐acid production and have both been reported to adversely affect yeast physiology, their effects on maintenance‐energy requirements and viability of slow growing *S. cerevisiae* cultures have not yet been quantitatively analyzed. To address this knowledge gap, a nonproducing *S. cerevisiae* laboratory strain was grown at low and near‐zero specific growth rates using a combination of glucose‐limited chemostat and retentostat cultures, at a low pH (pH 3) and elevated CO_2_ concentrations (50% CO_2_). Additionally, cultures were grown under ammonium‐limited, energy‐excess conditions at low pH. Quantitative analysis of rates, yields, and culture viability was used to dissect physiological impacts of low pH and high CO_2_. Furthermore, transcriptome analysis was employed to elucidate regulatory responses to these conditions.

## 2 MATERIALS AND METHODS

### 2.1 Strain and strain maintenance

*S. cerevisiae* CEN.PK113‐7D (Entian & Kötter, 2007; Nijkamp et al., 2012) was used in this study. The strain was stored at −80°C in 1 ml aliquots in YPD (10 g/L Bacto yeast extract, 20 g/L Bacto peptone, 20 g/L glucose) supplemented with 30% (vol/vol) glycerol.

### 2.2 Aerobic, glucose‐limited bioreactor cultures

Glucose‐limited chemostat and retentostat cultures were grown in 2‐L bioreactors (Applikon, Delft, The Netherlands) at a working volume of 1.4 L, essentially as described by Vos et al. (2016). Chemically defined medium containing 20 g/L glucose was used for chemostat and retentostat cultures. The inflowing gas (0.5 vvm) was either compressed air (0.04% CO_2_) or an in‐line mix of 50% compressed air and 50% pure CO_2_ (>99.7% purity, Linde Gas Benelux, Schiedam, The Netherlands). The two gas flows were precisely controlled with mass flow controllers (Brooks, Hatfield, PA) and mixed in a ratio of 1:1. A detailed description of preculture preparation, bioreactor operation, and medium composition is given in Supporting Information Appendix 1.

Chemostat cultures were assumed to be in steady state when, after at least five volume changes under the same process conditions, culture dry weight (see below) changed by less than 4% over two consecutive volume changes. Glucose‐limited cultures grown at pH 3 showed oscillations of CO_2_ and O_2_ concentrations in the off‐gas with a frequency of 5–8 hr, but were sampled regardless of the oscillations. These oscillations subsided upon approaching severe calorie restriction in the retentostat phase after 3 days.

### 2.3 Aerobic, ammonium‐limited bioreactor cultures

Ammonium‐limited retentostats grown at pH 3 were preceded by a chemostat phase under the same nutrient limitation, essentially as described before (Liu et al., 2019). Details on bioreactor operation and media composition of these nitrogen‐limited cultures are given in Supporting Information Appendix 1. Ammonium‐limited chemostat cultures were assumed to be in steady state when, after four volume changes, biomass dry weight, CO_2_ production rate and residual glucose and ethanol concentrations in the effluent differed by less than 5% over three consecutive volume changes.

### 2.4 Off‐gas analysis, biomass, and extracellular metabolite determinations

Concentrations of O_2_ and CO_2_ in the exhaust gas of bioreactors were quantified with a paramagnetic/infrared off‐gas analyzer (NGA 2000, Baar, Switzerland). For glucose‐limited cultures, biomass concentrations were determined by filtering duplicate, exact volumes of culture broth, diluted to an approximate concentration of 2.5 g biomass/L, over predried Supor 47 membrane filters with a 0.45 μm pore size (Pall Laboratory, Port Washington, NY) as described by Postma, Verduyn, Scheffers, and Van Dijken (1989). Biomass concentrations in ammonium‐limited cultures were analyzed by essentially the same procedure with the exception that filters were dried in an oven instead of in a microwave. Procedures for analysis of extracellular metabolites are described in detail in Supporting Information Appendix 1.

### 2.5 Viability

Viability measurements in retentostats were based on colony‐forming unit (CFU) counts, which indicate reproductive capacity of single cells (Vos et al., 2016). For glucose‐limited chemostats, CFU counts were obtained by sorting 96 single events detected by a FACS Aria™ II SORP Cell Sorter (BD Biosciences, Franklin Lakes, NJ) on a YPD plate (in quintuplicate, see Supporting Information Appendix 1 for details). To measure viability based on membrane integrity, cells were stained with the fluorescent dye propidium iodide (PI; Vos et al., 2016). Staining of single‐cell esterase activity with 5‐CFDA‐AM was used to evaluate metabolic activity (Bisschops et al., 2015). Flow cytometry was done on a BD‐Accuri C6 with a 488 nm excitation laser (Becton Dickinson, Franklin Lakes, NJ). For each sample, over 10,000 events in fluorescence channel 3 (670 LP) were analyzed for PI and in fluorescence channel 1 (530/30 nm) for 5‐CFDA‐AM. The forward‐scatter height (FSC‐H) threshold was set to 80,000.

### 2.6 Regression analysis of biomass accumulation in glucose‐limited retentostats

Quantification of maintenance‐energy requirements and death rate in glucose‐limited retentostats was done by model‐based regression analysis of biomass accumulation over time (Vos et al., 2016). The fitted model parameters were a constant first‐order death rate and a growth‐rate independent maintenance‐energy coefficient. The maximum theoretical yield of biomass on substrate (*Y*_x/s_ max) was set to a fixed value of 0.5 g_X_/g_S_. This analysis generated quantitative estimates of specific growth rate and glucose consumption rates during the first, dynamic phase of retentostat cultivation (see Section 3).

### 2.7 Carbon and nitrogen balances and rate calculations

Carbon and nitrogen recoveries were calculated based on measurements of substrate and product concentrations in the gas and liquid phases and gas and liquid in‐ and outflow rates. Ethanol evaporation from bioreactors was quantified (Cueto‐Rojas, Seifar, Pierick, Heijnen, & Wahl, 2016) and taken into account in the calculation of specific ethanol‐production rates. Specific growth rates in nitrogen‐limited retentostat cultures were calculated as described by (Boender et al., 2009).

### 2.8 Transcriptome analysis

Detailed descriptions of sampling procedures (Mendes et al., 2013; Piper et al., 2002) total RNA extraction (Schmitt, Brown, & Trumpower, 1990), mRNA enrichment and RNA sequencing (Novogene, Hong Kong, China & Baseclear, Leiden, The Netherlands), alignment (STAR; Dobin et al., 2013) and mapping (ht‐seq count; Anders, Pyl, & Huber, 2015) of reads against the S288C genome (Engel et al., 2014), TMM‐normalization (EdgeR R‐package; Robinson, McCarthy, & Smyth, 2009), gene set enrichment (piano R‐package; Väremo, Nielsen, & Nookaew, 2013) and trend analysis with the regression‐based growth rate (see above) as variable (maSigPro R‐package; Conesa, Nueda, Ferrer, & Talon, 2006; Nueda, Tarazona, & Conesa, 2014) are provided in Supporting Information Appendix 1. Transcriptome data are available are Gene Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE133136.

### 2.9 Biomass composition, glycogen, and trehalose determination

Biomass elemental composition and biomass protein content were quantified as described previously (Lameiras, Heijnen, & van Gulik, 2015; Lange & Heijnen, 2001). After sampling for analysis of the intracellular storage carbohydrates glycogen and trehalose (Vos et al., 2016), pellets were stored at −80°C. Samples were processed (Parrou & François, 1997) and analyzed as described in Supporting Information Appendix 1.

### 2.10 Metabolic flux analysis (MFA)

MFA was performed as described previously (Daran‐Lapujade et al., 2004) with two modifications to the stoichiometric model: biomass composition was re‐defined based on measured biomass elemental composition and reduction of acetaldehyde to ethanol was incorporated as ethanol was a main product of ammonium‐limited aerobic cultures.

## 3 RESULTS

### 3.1 Low pH and high CO_2_ levels cause increased death rate and maintenance‐energy requirements in glucose‐limited retentostat cultures of *S. cerevisiae*

The physiological responses of the *S. cerevisiae* laboratory strain CEN.PK113‐7D under conditions relevant for industrial dicarboxylic acid production (aerobic, 50% CO_2_, pH 3.0) were investigated at near‐zero growth rates in retentostat cultures. In these retentostat cultures, a filter in the effluent line enabled full biomass retention (Ercan et al., 2015). At a constant feed rate of glucose, biomass accumulates and the supplied substrate per cell gradually decreases and growth ceases until virtually all substrate is used to fulfill maintenance‐energy requirements (Boender et al., 2009; Vos et al., 2016). Because the industrially relevant conditions applied in this study were expected to increase m_S_ relative to standard laboratory conditions (i.e., pH 5.0 and sparging with air; Lahtvee et al., 2016; Vos et al., 2016), the asymptotic decrease of the glucose concentration in the feed, as previously applied for laboratory conditions (Vos et al., 2016), was not applied (Figures 1a and 1b). Instead, the substrate concentration in the feed was kept constant. This higher rate of substrate supply enabled the culture dry weight to accumulate to higher concentrations (Figures 1c and 1d). Culture viability, based on membrane integrity (PI staining) and reproductive capacity (CFU) was substantially lower under the industrially relevant conditions than under standard laboratory conditions (Figures 1e and 1f). Furthermore, the lower viable biomass concentration at near‐zero growth rates in the retentostat cultures grown under industrially relevant conditions indicated a higher *m*_S_ than under laboratory conditions.

**Figure 1:**
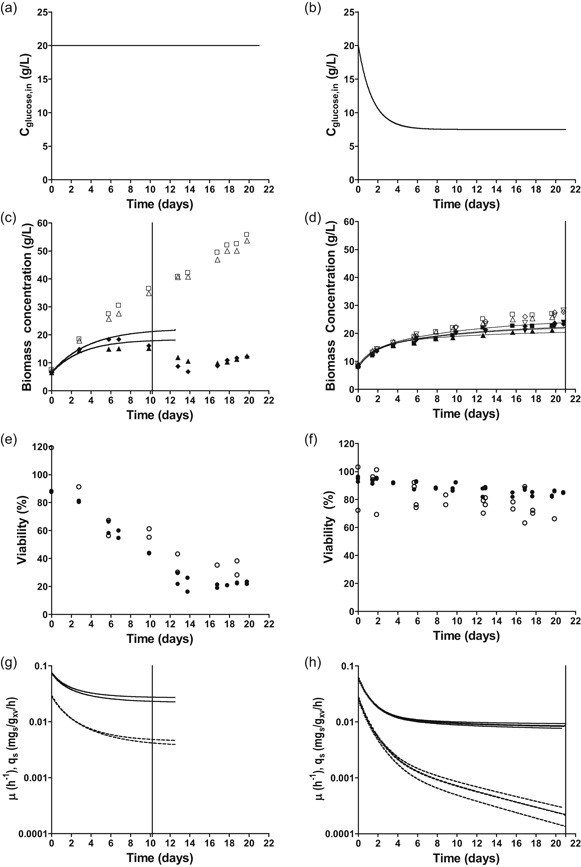
Physiological characterization of *S. cerevisiae* CEN.PK113‐7D in duplicate glucose‐limited, aerobic retentostat cultures, grown at pH 3 and 50% CO_2_ (left column) and in quadruplicate cultures grown under reference conditions (pH 5, 0.04% CO_2_; Vos et al., 2016). (a, b) Glucose concentration in influent during retentostat cultivation. (c, d) Biomass dry weight (open symbols) and viable biomass dry weight estimated by PI staining (closed symbols). The vertical line indicates the time until which data points were included in regression analysis for biomass accumulation (see main text for detailed explanation). (e, f) Viability of retentostat cultures based on PI staining (closed symbols) and CFU (open symbols). (g, h) Regression‐based biomass‐specific growth rate (μ, dashed lines) and biomass‐specific glucose uptake rate (q_s_ plain lines) during the first 10 days of retentostat cultivation. Viable biomass concentrations used for regression analysis were based on PI staining. The vertical line indicates the time until which data points were included in the regression analysis for biomass accumulation (see main text for detailed explanation). CFU, colony‐forming unit; PI, propidium iodide

Time‐dependent regression analysis of substrate and product concentrations was previously shown to enable accurate estimates of specific growth rate, specific substrate‐consumption rate, first‐order death rate and m_S_ in carbon‐ and energy‐limited yeast retentostat cultures (Vos et al., 2016). In contrast to growth under standard laboratory conditions, growth under industrially relevant conditions caused a strong decrease of the viable biomass concentration after the first 10 days of cultivation, which prevented use of regression analysis for data obtained beyond Day 10 (Figures 1c and 1g).

Regression analysis showed that, although higher than the lowest growth rate reached under laboratory conditions (0.0008 hr^−1^, Figure 1h), the specific growth rate of retentostat cultures grown under the industrially relevant conditions was already extremely low at 10 days of cultivation (0.0045 ± 0.0003 hr^−1^, Figure 1g). This difference was partially due to an 8‐fold higher death rate under industrially relevant conditions than under laboratory conditions (0.0039 ± 0.0005 hr^−1^ vs 0.00047 hr^−1^; Figure 2). Moreover, the m_S_ calculated by regression analysis was more than 2‐fold higher under industrially relevant conditions (0.0908 ± 0.0085 mmol_s_/g_x_ viable biomass/h vs 0.039 ± 0.003 mmol_s_/g_x_ viable biomass/h, Figure 2). Throughout retentostat cultivation, residual glucose concentrations remained between 0.01 and 0.07 mM. These results demonstrate that the combination of an extremely low growth rate, low pH and high CO_2_ has marked adverse effects on the physiology of *S. cerevisiae*.

**Figure 2:**
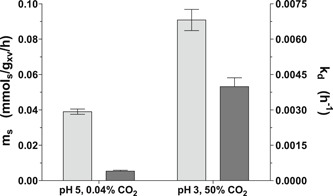
Maintenance‐energy requirements and first‐order death rate in pH 5, 0.04% CO_2_ reference conditions and in industrially relevant pH 3, 50% CO_2_ conditions in carbon‐limited retentostat cultures of *S. cerevisiae* CEN.PK113‐7D. These parameters were derived based on regression analysis of the biomass and viable biomass accumulation (see Section 2 and Supporting Information Appendix 1 for details). Light gray bars and dark gray bars present maintenance energy requirements and first‐order death rates, respectively

### 3.2 High maintenance‐energy requirements and death rates result from low pH rather than high CO_2_ levels

To further explore the extreme physiological response of *S. cerevisiae* in retentostat cultures grown under industrially relevant conditions, the effects of low pH and high CO_2_ concentration at low growth rates were investigated separately and in combination. These experiments were performed in glucose‐limited chemostat cultures grown at the same dilution rate (0.025 hr^−1^) as the retentostats, but without cell retention (Figure 1). In energy‐limited chemostat cultures grown at a fixed dilution rate, differences in biomass yield (Y_x/s_) can provide strong indications for differences in maintenance‐energy requirements (Lahtvee et al., 2016). Under laboratory conditions (low CO_2_, pH 5) at 0.025 hr^−1^, *S. cerevisiae* invests ca. 20% of the consumed glucose in cellular maintenance (Vos et al., 2016), resulting in a biomass yield of 0.416 ± 0.005 g_x_/g_s_. Despite small deviations in medium composition (higher concentrations of biotin and iron sulfate in the present study), the biomass yield of 0.419 ± 0.009 g_x_/g_s_ measured in the present study was entirely consistent with the yield observed by (Vos et al., 2016).

Irrespective of culture pH, increasing CO_2_ levels to 50% did not significantly affect biomass yields at a dilution rate of 0.025 hr^−1^ relative to those observed under standard laboratory conditions (Table 1). Conversely, growth at pH 3 led to a significantly lower biomass yield than at pH 5, both at standard and at elevated CO_2_ Levels (7.4% and 9.7% decrease, respectively; 0.419 ± 0.009 g_x_/g_s_ vs 0.388 ± 0.005 g_x_/g_s_; *p* < .001 for pH 5 vs pH 3 when sparged with compressed air and 0.411 ± 0.006 g_x_/g_s_ vs 0.371 ± 0.004 g_x_/g_s_; *p* < .02 for pH 5 vs pH 3 at 50% CO_2_). These results showed that the higher m_s_ in retentostat cultures grown at high CO_2_ and low pH resulted from the low pH rather from the high CO_2_.

**Table 1:** Physiology of *S. cerevisiae* CEN.PK113‐7D in aerobic glucose‐limited chemostat cultures grown at a dilution rate of 0.025 hr^−1^

	pH 5		pH 3	
CO_2_ in inlet gas (%)	0.04	50	0.04	50
Culture replicates	4	5	3	4
D (hr^−1^)	0.026 ± 0.001	0.025 ± 0.001	0.025 ± 0.001	0.025 ± 0.000
Biomass yield (g_x_/g_s_)	0.419 ± 0.009	0.409 ± 0.005	0.388 ± 0.005	0.372 ± 0.004
Viability PI (%)	97 ± 1	96 ± 4	71 ± 1	85 ± 3
Viability CFDA (%)	96 ± 2	98 ± 0	81 ± 2	92 ± 2
Viability CFU‐FACS (%)	92 ± 1^2^	85 ± 10^5^	73 ± 2^2^	74 ± 1^2^
*μ* (hr^−1^)	0.027 ± 0.001	0.026 ± 0.000	0.035 ± 0.001	0.030 ± 0.001
*q*_glucose_ (mmol/g_xv_/hr)	0.358 ± 0.016	0.357 ± 0.008	0.508 ± 0.011	0.443 ± 0.023
*q*_o2_ (mmol/g_xv_/hr)	1.019 ± 0.087	ND	1.361 ± 0.102	ND
*q*_co2_ (mmol/g_xv_/hr)	1.042 ± 0.094	ND	1.394 ± 0.138	ND
C_glucose_ (g/L)	0.011 ± 0.003	0.013 ± 0.001	0.005 ± 0.003	0.010 ± 0.006
Carbon recovery (%)	100.0 ± 4.1	ND	93.0 ± 4.5	ND
RQ (*q*_co2_/*q*_o2_)	1.023 ± 0.016	ND	1.024 ± 0.043	ND
Glycogen content (mg/g_x_)	35.3 ± 3.3	32.6 ± 2.2	46.4 ± 3.2^2^	30.4 ± 1.9
Trehalose content (mg/g_x_)	19.4 ± 3.7	18.3 ± 1.94	12.64 ± 1.1^2^	9.7 ± 1.7

*Note*: “Replicates” indicates the number of biological replicates. Superscripts indicate the number of biological replicates for individual analyses when these deviate from the number presented under “Replicates.” ND: not determined. Biomass specific rates (*q* values) were calculated based on viable biomass (xv), estimated by PI staining. At pH 3 the cultures showed oscillations in dissolved oxygen, exhaust CO_2_ and exhaust oxygen levels, regardless of the percentage of CO_2_ in the inlet gas.

Measurements, by three different methods (CFU, PI, and CFDA staining, Table 1 and Supporting Information Appendix 2), showed that, irrespective of CO_2_, low pH led to a strongly reduced viability of glucose‐limited chemostat cultures. Conversely, increasing the CO_2_ levels did not significantly affect culture viability. Assuming that cells measured as nonviable did not contribute to biomass formation or glucose consumption, specific rates were corrected for viability based on PI staining, resulting in higher specific growth rates (*μ*) and biomass‐specific substrate uptake rates (Table 1).

### 3.3 Growth under ammonium‐limited, energy‐excess conditions does not reduce death rates at low pH and increases nongrowth associated glucose consumption rates

Since glucose acts as energy substrate as well as carbon source, the high death rates and maintenance‐energy requirements observed at pH 3 might reflect a cellular energy shortage. Therefore, physiological responses of *S. cerevisiae* were also investigated in near‐zero growth rate retentostat cultures grown at pH 3 and pH 5 under ammonium‐limited, glucose‐excess conditions. These cultures were started from ammonium‐limited chemostat cultures grown at a low dilution rate of 0.023 hr^−1^. The biomass concentration increased during the first 15 days of retentostat cultivation, after which it stabilized (Figure 3c). Culture viability in ammonium‐limited chemostats grown at pH 3 (50%; Figure 3e) was very low in comparison with viabilities observed in glucose‐ and ammonium‐limited chemostat cultures grown at pH 5 (Figures 1f and 3f) and in glucose‐limited cultures grown at pH 3 (Figure 1e). During ammonium‐limited retentostat cultivation at pH 3, the total viable biomass concentration did not increase significantly (Figure 3c). Based on biomass and viability measurements towards the end of the retentostat experiments, the specific growth rate had decreased to 0.0006 ± 0.0001 hr^−1^ (Table 2). As the viable biomass concentration remained virtually constant during retentostat cultivation, this growth rate equaled the death rate. The combination of nitrogen‐limited growth and its associated excess availability of glucose clearly did not prevent adverse effects of low pH at near‐zero growth rates. However, the substantially lower death rate in ammonium‐limited retentostats indicated that growth under energy‐source excess enabled *S. cerevisiae* to better survive prolonged exposure to low‐pH stress than energy‐source‐limited growth.

**Figure 3:**
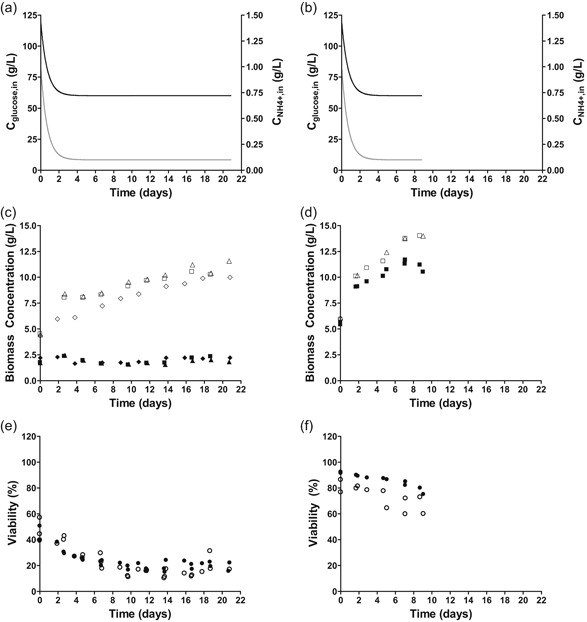
Physiological characterization of *S. cerevisiae* CEN.PK113‐7D in triplicate nitrogen‐limited retentostat cultures at pH 3 (left column) and in duplicate reference condition at pH 5 (Liu et al., 2019). (a, b) Medium glucose (black line) and nitrogen (gray line) concentration during retentostat cultivation. (c, d) Biomass accumulation for cell dry weight (open symbols) and viable biomass (closed symbols) quantified by PI staining. (e, f) Viability of retentostat cultures based on PI staining (closed symbols) and CFU (open symbols). CFU, colony‐forming unit; PI, propidium iodide

**Table 2:** Physiology of *S. cerevisiae* CEN.PK113‐7D in aerobic ammonium‐limited chemostat and retentostat cultures at pH 3

	Chemostat	End retentostat
*D* (hr^−1^)	0.023 ± 0.004	0.023 ± 0.004
*µ* (hr^−1^)	0.053 ± 0.001	0.0006 ± 0.0001
Yield (g_x_/g_glucose_)	0.048 ± 0.002	0.0016 ± 0.0002
Viability PI (%)	43 ± 5	20 ± 3
Viability CFDA (%)	46 ± 3	12 ± 3
Viability CFU (%)	47 ± 7	17 ± 6
*q*_glucose_ (mmol/g_xv_/hr)	6.1 ± 0.4	2.2 ± 0.2
*q*_o2_ (mmol/g_xv_/hr)	2.00 ± 0.3	0.83 ± 0.16
*q*_co2_ (mmol/g_xv_/hr)	12.5 ± 0.8	4.6 ± 0.2
*q*_ethanol_ (mmol/g_xv_/hr)	10.2 ± 0.6	4.1 ± 0.5
*q*_byproduct_ (mmol/g_xv_/hr)	0.36 ± 0.01	0.18 ± 0.06
*Y*_ethanol/glucose_ (mol/mol_s_)	1.71 ± 0.03	1.83 ± 0.09
C_glucose_ (g/L)	33.77 ± 1.09	11.22 ± 0.15
Carbon recovery (%)	99 ± 1	100 ± 2
RQ value (q_CO2_/q_O2_)	6.8 ± 1.2	5.9 ± 1.0
*q*_N,in_ (mmol_N_/g_xv_/hr)	0.079 ± 0.002	0.0034 ± 0.000
*q*_N,out_ (mmol_N_/g_xv_/hr)	0.007 ± 0.000	0.0022 ± 0.000
*q*_N,X_ (mmol_N_/g_xv_/hr)	0.073 ± 0.001	0.0014 ± 0.000
C_N_ (g/L)	BDL	BDL
Nitrogen‐recovery (%)	101.0 ± 1.0	106 ± 9
Glycogen content (mg/g_x_)	22 ± 2.0	66 ± 1.8
Trehalose content (mg/g_x_)	35 ± 0.3	20 ± 1.0
Biomass composition	C1H1.87O0.63N0.089	C1H1.85O0.59N0.061
	P0.012S0.0016	P0.012S0.0012

*Note*: Data present the average and standard deviation of triplicate experiments from steady‐state (chemostat) and near‐zero growth (retentostat) cultures. *q*'s indicate biomass specific values. Subscripts indicate the considered compound. X, biomass; byproducts, the sum of acetate, succinic acid, lactic acid and glycerol; N,in, nitrogen consumed; N,out, sum of nitrogen excreted in the form of protein and free amino acids; N,X, nitrogen conserved in biomass. BDL, below detection limit.

Throughout the ammonium‐limited retentostat cultivation, residual glucose concentrations remained above 10 g/L, confirming that cultures were not energy‐limited. Ethanol concentrations remained below 15 g/L and, therefore, below reported toxic levels (Fujita, Matsuyama, Kobayashi, & Iwahashi, 2006). Residual ammonium concentrations were below detection limit (0.02 mg/L) in all samples. In ammonium‐limited chemostat cultures 93% of the supplied nitrogen was recovered in biomass. In contrast, only 35–40% of supplied nitrogen was used for biomass formation after prolonged ammonium‐limited retentostat cultivation. The remaining 60–65% of the supplied nitrogen was lost in the effluent as proteins and peptides (Table 2).

The nonconstant death rate of the nitrogen‐limited retentostat cultures prevented use of the regression model to estimate maintenance‐energy requirements. Instead, MFA was used to derive and compare rates of ATP turnover in the absence of growth at the end of the glucose‐ and ammonium‐limited retentostat experiments (vertical line in Figure 1c,d and final points in Figure 3c,d; input parameters used for the MFA are specified in Supporting Information Appendix 3. Because the biomass protein content was much lower in the ammonium‐limited cultures, a condition‐dependent biomass composition (Table 2) was a key input to the MFA‐model. For the glucose‐limited cultures, a previously reported biomass composition for glucose‐limited chemostat cultures of the same strain was used (D = 0.022 hr^−1^, Lange & Heijnen, 2001). Additionally, the in vivo P/O‐ratio was assumed to be 1.0 (Verduyn, Stouthamer, Scheffers, & van Dijken, 1991). The ATP hydrolysis rate derived from the MFA model for glucose‐limited cultures at pH 5 closely matched the m_ATP_ derived from the regression model (Figures 2 and 4). Under glucose limitation, a decrease in pH from 5 to 3 resulted in a 3.7 fold increase of the calculated ATP‐hydrolysis rate at near‐zero growth rates (0.58 and 2.13 mmol_ATP_/g_x_ viable/hr, respectively). The differences between the ATP‐hydrolysis rate at pH 3 derived from MFA (Figure 4) and the m_ATP_ from the regression model at pH 3 under glucose‐limitation (Figure 2, estimated with a P/O‐ratio of 1.0) can be explained by the different method of parameter estimation and the residual growth due to the high death rates under this condition. At pH 3, this nongrowth associated rates of ATP turnover was 2.9 fold higher in ammonium‐limited retentostats (6.14 mmol_ATP_/g_x_ viable/h) than in the corresponding glucose‐limited cultures (Figure 4).

**Figure 4:**
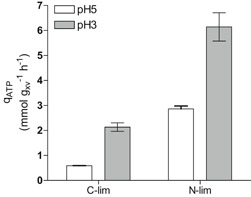
Maintenance energy requirements (glucose‐limited cultures; C‐lim) and nongrowth associated energy requirements (ammonium‐limited cultures; N‐lim) of *S. cerevisiae* CEN.PK113‐7D during growth at pH 5 and at pH 3 in retentostat cultures based on metabolic flux analysis. White bars: pH 5, gray bars: pH 3 (and 50% CO_2_ for glucose‐limited cultures). Data for glucose‐limited cultures grown at pH 5 are from Vos et al. (2016), data for ammonium‐limited cultivation at pH 5 are from Liu et al. (2019)

### 3.4 Growth at low pH and/or high CO_2_ cause extensive transcriptional rearrangements

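RNA was sequenced from glucose-limited cultures of *S. cerevisiae* CEN.PK113-7D, the laboratory strain used throughout the study, at steady state at a dilution rate of 0.025 per hour. According to the paper, the cultures at pH 3 oscillated in off-gas CO2 and O2 and were sampled regardless. Their viability was lower than at pH 5, so the paper's growth rate of viable cells was higher there at the same dilution rate. The 4 groups were pH 5 with 0.04% CO2, which the paper takes as the reference, pH 5 with 50% CO2, pH 3 with 0.04% CO2, and pH 3 with 50% CO2. Each group held 3 libraries, each from its own culture. For pH 3 with 50% CO2, the sample labels name 1 library as a chemostat, and the other 2 libraries came from the industrial retentostat cultures at their first sampling point, the steady state before the retentostat phase, at the same pH, CO2 and dilution rate. The mean FPKM values that the paper's supplementary table gives for this group equal a weighted mean of these 3 libraries to within 0.000286% for each of 16 genes, whereas their ratio to the single labelled library ranged from 0.651 to 1.47. The authors aligned the reads to the S288C genome, removed reads that mapped ambiguously, quantified expression per transcript and deposited FPKM, which scales the reads of a gene by its length and by the reads counted on all genes of the library. Converted back with the gene lengths of release R64 of that genome, the deposited FPKM gave whole numbers of reads for 99.8% to 99.9% of the genes with at most 1000 reads, so the values hold no further scaling between libraries. Between 12528647 and 16709016 reads per library were counted on genes, with a median of 13810630 at pH 5 with 0.04% CO2, 14495006 at pH 5 with 50% CO2, 12999134 at pH 3 with 0.04% CO2 and 14879449 at pH 3 with 50% CO2. The paper normalized its read counts between libraries, and the factor applied to each library was recovered from the supplementary means after the data had been seen. These factors ranged from 0.884 to 1.01 in the reference group, from 0.865 to 1.05 at pH 5 with 50% CO2, from 1.15 to 1.34 at pH 3 with 0.04% CO2 and from 0.777 to 0.921 at pH 3 with 50% CO2. Expression was compared with limma on log2(FPKM + 1), with all 12 libraries in a single model, for the 5078 of 6600 genes with a mean FPKM of at least 10. Genes were differentially expressed (DE) at an absolute fold change above 2 and a Benjamini-Hochberg adjusted p under 0.005, which are the limits of the paper, and all tests were two-sided. The added 1 makes the log2 change of a gene with a low FPKM smaller than the log2 ratio of its mean FPKM values.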

Transcriptional responses of glucose‐limited chemostat cultures to high CO_2_, low pH or both was explored to gain further insight in the mechanisms underlying the reduced biomass yield, the increased maintenance energy requirements and increased cell death under industrially relevant conditions. Pair‐wise differential gene‐expression analysis against the reference at pH 5% and 0.04% CO_2_ (absolute fold‐change (FC) > 2 and false‐discovery rate (FDR) < 0.005, see Section 2) revealed large differences in yeast transcriptional responses to the different conditions for 50% CO_2_ alone (42 genes, blue), pH 3 alone (259 genes, yellow) and 50% CO_2_ and pH 3 combined (145 genes, green) (Figure 5a, Greek letters correspond with subsets in Figure 5b).

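Of the 5078 genes tested, 23 were DE at pH 5 with 50% CO2 against the reference, of which 6 were upregulated and 17 downregulated. At pH 3 with 0.04% CO2, 194 genes were DE, 63 upregulated and 131 downregulated, and at pH 3 with 50% CO2, 71 were DE, 32 upregulated and 39 downregulated. The paper left its own set of genes DE in all 3 comparisons out of its gene set analysis, and without the 7 such genes found here, the counts were 16, 187 and 64. The median log2 change over all genes tested was −0.02 at high CO2 alone, −0.42 at low pH alone and 0.18 for the combination, so the deposited values are shifted between groups. With each library multiplied by the paper's factor, which brought these medians to 0.00, −0.04 and 0.01, 29 genes were DE at high CO2 alone (7 upregulated, 22 downregulated), 172 at low pH alone (129 upregulated, 43 downregulated) and 80 for the combination (26 upregulated, 54 downregulated). Among alternatives to the model, the fit that used only the libraries of the groups compared moved the count for high CO2 alone most, to 2 genes. All 58, 274 and 161 genes that the paper's supplementary tables list for high CO2, low pH and the combination changed here in the direction listed there, and 23, 117 and 67 of them were DE in that direction with the deposited values. The paper drew these lists from the same libraries, at a fold change above 2, so the shared directions are no independent test. In each comparison, the libraries of the groups did not overlap for any DE gene.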

**Figure 5:**
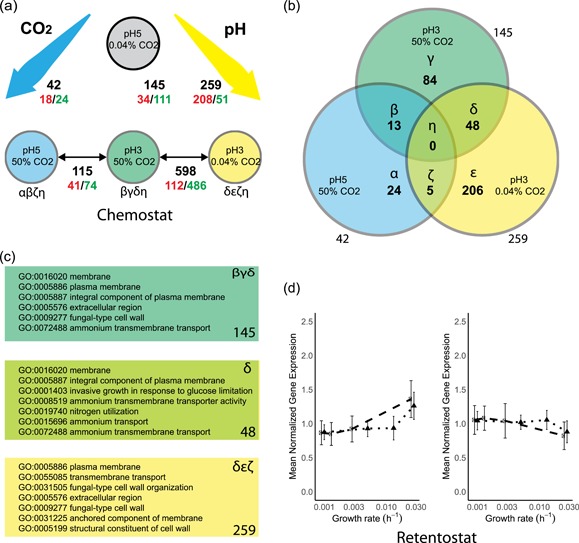
Differential gene expression and gene set analysis in response to high CO_2_, low pH, the combination of high CO_2_ and low pH (a–c) and to near‐zero growth rates (d–f). (a) Pairwise comparisons between steady‐state chemostat conditions to high CO_2_ (blue), low pH (yellow), its combination (green) versus a “laboratory conditions” reference (gray), as well as against the combination of the conditions (low pH, high CO_2_). Black numbers indicate total number of differentially expressed genes (|FC| > 2, FDR < 0.005, see Section 2), red numbers indicate upregulated genes, green numbers indicate downregulated genes. (b) Venn diagram of total DE genes based on pairwise comparison against the “laboratory conditions” reference, corresponding to the black numbers in panel a. Sections in the Venn diagram are indicated with Greek letters (α‐η). (c) Enriched Gene Ontology sets based on hyper‐geometric distribution analysis (Bonferroni corrected *p* < 0.05 for: pH 3, 50% CO_2_ (145 genes, dark green top panel, corresponding to βγδ in panel b); the overlap between pH 3 and pH 3, 50% CO_2_ conditions (48 genes, light green middle panel; δ in panel b); low pH conditions (259 genes, yellow bottom panel, δεζ in panel b)). See Supporting Information Appendix 4 for full tables. (d) Mean‐normalized gene expression for genes with a positive (left) and negative (right) correlation with specific growth rate, based on Vos et al. for “laboratory conditions” (black dots, dashed line) and “industrial conditions” (black triangles, dotted line). Error bars represent standard deviation of the mean‐normalized expression of the gene set. Bonferroni corrected *p* values for the “laboratory conditions (pH 5, 0.04% CO_2_),” up: 1.46E−89, down: 1.9E−4. “industrial conditions” (pH 3, 50% CO_2_), up: 2.96E−26, down: 9.8E−16. DE, differentially expressed; FC, fold change; FDR, false‐discovery rate [Color figure can be viewed at wileyonlinelibrary.com]

To investigate common and specific responses to high CO_2_ and low pH conditions, the corresponding sets of differentially expressed genes were analyzed (Figure 5b, sections in Venn diagram denoted with α‐η). 

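The 7 genes that were DE in all 3 comparisons against the reference were *FIG1*, *MFA1*, *BAR1*, *AGA1* and *INO1*, downregulated each time, and *COS2* and *HPF1*, upregulated each time (named after their values were seen). *FIG1*, *AGA1*, *MFA1* and *BAR1* belong to mating and the pheromone response, and each was higher in every reference library than in all 9 others. The 3 comparisons share the reference, so levels particular to its cultures would appear in all 3. After scaling by the paper's library factors, 7 genes were DE in all 3 comparisons, of which 4 (*FIG1*, *MFA1*, *BAR1* and *AGA1*) are among the 7 above, and all 7 were downregulated. A further 7 genes were DE in both comparisons at 50% CO2 and not at low pH alone, and 24 were DE in both comparisons at pH 3 and not at high CO2 alone.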

A set of 42 genes that were differentially expressed in response to high CO_2_ only (Figure 5b, αβζ) did not reveal a clear enrichment for specific functional categories. 

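The largest falls at pH 5 with 50% CO2 were those of *NCE103*, *PDR12* and *YML122C*, and the largest rises those of *YAR068W*, *HPF1* and *PCK1*. *YML122C* (chromosome XIII of R64, 26038 to 26418), an uncharacterized gene that overlaps the noncoding gene *YNCM0001W*, fell from 110.5 ± 33.0 FPKM (SD, n = 3) in the reference to 8.81 ± 2.85 FPKM (SD, n = 3), a log2 change of −3.50 (SE 0.29, adjusted p = 3.3e-05, limma). *YAR068W* (chromosome I, 222406 to 222891), also uncharacterized, was at 1.17 ± 0.406 FPKM (SD, n = 3) in the reference and 25.3 ± 16.9 FPKM (SD, n = 3) at 50% CO2, a log2 change of 3.34 (SE 0.44, adjusted p = 0.0016, limma). *HPF1* (*YOL155C*, chromosome XV, 28703 to 31606), which encodes a mannoprotein, rose from 28.2 ± 11.4 FPKM to 249 ± 125 FPKM (SD, n = 3 each). Its log2 change was 3.01 (SE 0.41, adjusted p = 0.0017, limma), and with the paper's library factors *HPF1* was no longer DE (adjusted p = 0.0067, limma). Of 5 gene sets tested with a one-sided Fisher's exact test against the 5078 genes, none passed an adjusted p of 0.05: 1 of 6 ammonium transport genes was among the 23, downregulated (adjusted p = 0.13), and none of the genes on the lists for the plasma-membrane ATPase, the V-ATPase, ergosterol synthesis and cell-wall mannoproteins, the last of which does not hold *HPF1*. The Gene Ontology sets of the paper were not tested here.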

The largest response was observed at pH 3, with 267 differentially expressed genes (Figure 5b, δεζ). This gene set showed an overrepresentation of genes involved in plasma‐membrane and cell‐wall organization (Figure 5c, δεζ, yellow). 

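Low pH at 0.04% CO2 separated the libraries of the groups without overlap at 3170 of 5078 genes (62.4%), where chance gives 10%. As the median gene is shifted by −0.42 between these groups, scaling accounts for part of this count, which was 2387 (47.0%) with the paper's library factors. The largest falls were in genes of mating. The 3 genes named next were higher in every reference library than in all 9 others of the 4 groups. Part of their falls may thus belong to the reference cultures rather than to low pH. At 50% CO2, the means at pH 5 and pH 3 were 139.8 and 105.4 FPKM for *MF(ALPHA)1*, 6856 and 2400 FPKM for *MFA1*, and 73.5 and 18.9 FPKM for *BAR1*. *MF(ALPHA)1* (*YPL187W*, chromosome XVI of R64, 193648 to 194145) fell from 1546 ± 962 FPKM in the reference to 21.0 ± 24.1 FPKM (SD, n = 3 each), a log2 change of −6.53 (SE 0.59, adjusted p = 2.1e-05, limma). *MFA1* (*YDR461W*, chromosome IV, 1385176 to 1385286) encodes the a-factor pheromone and fell from 26976 ± 5804 FPKM to 1069 ± 214 FPKM (SD, n = 3 each), a log2 change of −4.65 (SE 0.19). *BAR1* (*YIL015W*, chromosome IX, 322342 to 324105), an aspartyl protease gene, fell from 224 ± 62.7 FPKM to 10.4 ± 3.55 FPKM (SD, n = 3 each), a log2 change of −4.32 (SE 0.24). *HPF1* rose most, with a log2 change of 4.90 (SE 0.41), followed by *TIR2* and by *FIT3* (*YOR383C*, chromosome XV, 1060441 to 1061055). *FIT3* went from 184 ± 46.9 FPKM to 2985 ± 709 FPKM (SD, n = 3 each), a log2 change of 4.01 (SE 0.34, adjusted p = 1.9e-05, limma).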

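Cell-wall genes were tested as a list of 22 genes for cell-wall mannoproteins of the PIR, TIP/TIR, DAN and CWP families and their like, drawn up from gene names because the annotation holds no Gene Ontology terms, and 18 of them were among the genes tested. At pH 3 with 0.04% CO2, 6 of the 18 were DE, where 0.688 would be expected, and all 6 were upregulated (one-sided Fisher's exact test, p = 3.6e-05, adjusted over the 5 gene sets p = 1.8e-04). Their median log2 change was 0.84 against −0.42 for all genes, and 1.23 against −0.04 with the paper's library factors. With all genes at an adjusted p under 0.05 and no limit on the fold change, 12 of the 18 were among 2195 genes and the enrichment no longer passed (Fisher's exact test, adjusted p = 0.14). Of the 2195, 1899 were lower at pH 3, opposite to the set, and 7.78 of the 18 would be expected. That list thus says little about a rise of the set. As deposited, no gene of the plasma-membrane ATPase, V-ATPase or ergosterol sets was DE, and after quantile normalization, median scaling or scaling by the paper's factors, 1 of the 22 ergosterol genes was DE and upregulated.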

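At pH 3 with 50% CO2, 3 of the 18 cell-wall mannoprotein genes tested were DE against the reference, where 0.252 would be expected (one-sided Fisher's exact test, adjusted p = 0.0046), and all 3 were downregulated. With the paper's library factors, 2 were DE and the enrichment no longer passed (adjusted p = 0.080). The set's median log2 change was −0.80 against 0.18 for all genes, opposite in sign to its change at low pH alone. The largest fall was that of *NFG1* (*YLR042C*, chromosome XII of R64, 229966 to 230451), from 57.0 ± 11.8 FPKM in the reference to 1.87 ± 0.201 FPKM (SD, n = 3 each), a log2 change of −4.32 (SE 0.26, adjusted p = 6.2e-07, limma). *AGA1* (*YNR044W*, chromosome XIV, 703699 to 705876), a gene of mating, fell from 154 ± 53.2 FPKM to 10.2 ± 1.26 FPKM (SD, n = 3 each), a log2 change of −3.74 (SE 0.22). *HPF1* was the most upregulated gene, at 462 ± 142 FPKM (SD, n = 3) and a log2 change of 4.01 (SE 0.41).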

The same functional categories were overrepresented among 154 genes that were differentially expressed (Figure 5b, βγδ) when high CO_2_ and low pH were combined (Figure 5c, βγδ, green).

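*NCE103* (*YNL036W*, chromosome XIV of R64, 559814 to 560479), which encodes carbonic anhydrase, was at 2486 ± 179.5 FPKM in the reference, 132 ± 9.74 FPKM at pH 5 with 50% CO2, 3184 ± 79.8 FPKM at pH 3 with 0.04% CO2 and 172 ± 11.3 FPKM at pH 3 with 50% CO2 (SD, n = 3 each). Its log2 change against the reference was −4.22 at pH 5 with 50% CO2 (SE 0.12, adjusted p = 1.6e-10, limma) and −3.84 at pH 3 with 50% CO2 (adjusted p = 5.5e-10, limma). *PCK1* (*YKR097W*, chromosome XI, 631152 to 632801), for phosphoenolpyruvate carboxykinase, was at 34.7 ± 6.18 FPKM in the reference, 249 ± 49.2 FPKM and 179 ± 55.1 FPKM at 50% CO2 with pH 5 and pH 3, and 20.7 ± 5.12 FPKM at pH 3 with 0.04% CO2 (SD, n = 3 each). The log2 changes of *PCK1* were 2.80 at pH 5 (SE 0.24, adjusted p = 3.6e-05, limma) and 2.30 at pH 3 (adjusted p = 1.1e-04, limma). *FBP1* (*YLR377C*, chromosome XII, 873746 to 874792), for fructose 1,6-bisphosphatase, was at 69.8 ± 21.8 FPKM in the reference and rose to 376 ± 50.4 FPKM and 285 ± 69.0 FPKM (SD, n = 3 each), log2 changes of 2.45 (adjusted p = 8.7e-05, limma) and 2.03 (adjusted p = 2.2e-04, limma). *ICL1* (*YER065C*, chromosome V, 285241 to 286914), for isocitrate lyase, rose from 91.7 ± 9.24 FPKM to 259 ± 58.3 FPKM and 221 ± 65.7 FPKM (SD, n = 3 each). Its log2 changes of 1.47 (SE 0.27, adjusted p = 0.013, limma) and 1.22 (adjusted p = 0.016, limma) did not pass the limit of 0.005. With culture number as a block in the model, both changes of *ICL1* passed, but cultures with the same number are different cultures, so that block has no basis in the design. *PKC1* (*YBL105C*, chromosome II, 14241 to 17696), for protein kinase C, was at 31.9 ± 5.41 FPKM in the reference (SD, n = 3) and had a log2 change of −0.19 at pH 5 with 50% CO2 (adjusted p = 0.97, limma). Between pH 3 with 50% and with 0.04% CO2, the log2 changes were −4.20 for *NCE103*, 3.03 for *PCK1*, 1.83 for *FBP1* and 1.97 for *ICL1*, and all 4 passed the limits with and without the paper's library factors. The other 4 of the 7 genes DE in both comparisons at 50% CO2 alone were *BAP2*, *PRM5*, *PHD1* and *YML122C*, all downregulated and the first 3 named after their values were seen.

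**Figure D1:**
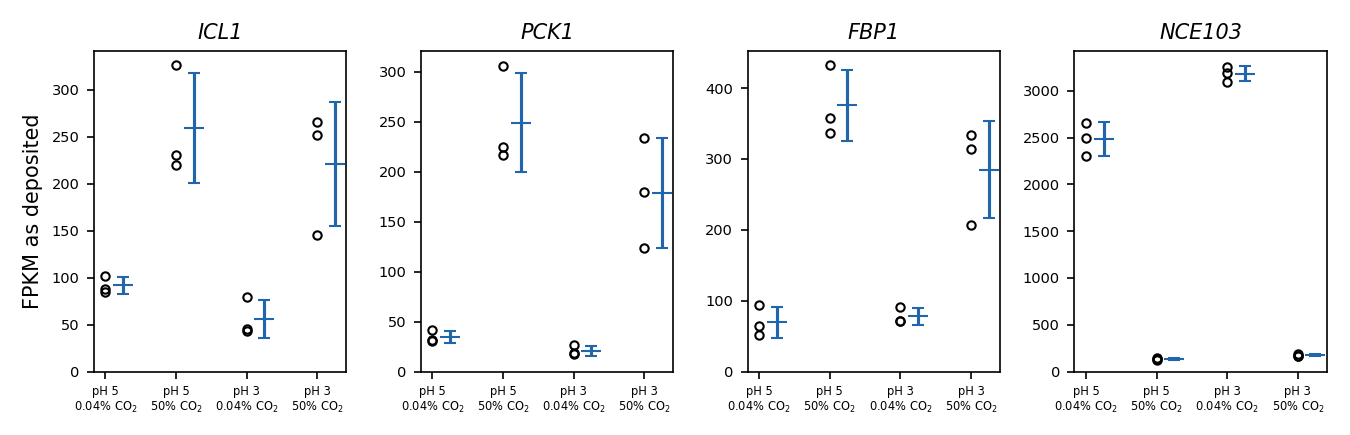
FPKM of *ICL1*, *PCK1*, *FBP1* and *NCE103* in the 4 groups of chemostat cultures, with a point for each library and the mean ± SD. *NCE103* lies at 132 and 172 FPKM in the groups at 50% CO2 and at 2486 and 3184 FPKM in those at 0.04% CO2.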

A set of 13 genes that, irrespective of culture pH, were differentially expressed in response to high CO_2_ (Figure 5b, β) consisted of genes involved in gluconeogenesis (*ICL1*, *PKC1* and *FBP1*, all upregulated at high CO_2_), while *NCE103*, encoding carbonic anhydrase, was downregulated. 

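Of the 24 genes that were DE at pH 3 at both CO2 levels against the reference, 1 of the 6 ammonium transport genes tested (*MEP1*, *MEP2*, *MEP3*, *ATO2*, *ATO3* and *ADY2*) was a member, *MEP3* (one-sided Fisher's exact test, adjusted p = 0.14). With the paper's library factors, 30 genes were DE in both comparisons, and *MEP3* and *MEP1*, the latter named after its values were seen, were among them (adjusted p = 0.0025). Among the 71 genes DE at pH 3 with 50% CO2, 3 of the 6 were upregulated, where 0.0839 would be expected (Fisher's exact test, adjusted p = 2.5e-04). *MEP3* (*YPR138C*, chromosome XVI of R64, 810984 to 812453) rose from 8.04 ± 1.84 FPKM in the reference to 35.6 ± 21.8 FPKM at pH 3 with 0.04% CO2 and 47.7 ± 9.66 FPKM at pH 3 with 50% CO2 (SD, n = 3 each), log2 changes of 1.89 and 2.43. *MEP2* (*YNL142W*, chromosome XIV, 357453 to 358952) was at 115 ± 36.1 FPKM in the reference, 452.0 ± 438 FPKM at pH 3 with 0.04% CO2 and 901 ± 93.9 FPKM at pH 3 with 50% CO2 (SD, n = 3 each). Its log2 change at pH 3 with 50% CO2 was 3.00 (SE 0.46, adjusted p = 0.0019, limma), and at 0.04% CO2 the SD of the 3 cultures was close to their mean. As a set, the 6 genes had a mean-normalized expression of 0.638 ± 0.185 in the reference, 1.34 ± 0.373 at pH 3 with 0.04% CO2 and 1.22 ± 0.0646 at pH 3 with 50% CO2 (SD, n = 3 each). Both differences from the reference had p = 0.10 in a two-sided exact permutation test, the smallest that 3 libraries against 3 allow, and 0.23 after adjustment over the 25 comparisons of gene sets.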

Among 48 genes that were differentially expressed in response to low pH, both at high and low CO_2_ (Figure 5b, δ), genes involved in ammonium transport and plasma‐membrane processes were overrepresented (Figure 5c, δ). This set comprised 18 genes that were commonly upregulated, 18 that were commonly downregulated and 12 genes that displayed opposite responses to low pH at low and high CO_2_ (see Supporting Information Appendix 4). 

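Among the 24 genes, 8 were upregulated in both comparisons, 15 were downregulated in both, and 1, *CIS3*, changed in opposite directions. After the same scaling, 15 of 30 were upregulated in both, 14 were downregulated in both, and *CIS3* was again the gene with opposite changes. The supplementary tables of the paper list 48 genes in both comparisons and outside that of high CO2 alone. For these 48 genes, the log2 changes computed here were positive in both comparisons for 19, negative in both for 18, and of opposite sign for 11.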

Of the latter 12 genes, five (*PIR4*/*YJL158C*, *TIP1*/*YBR067C*, SVS1/*YPL163C*, *SRL1*/*YOR247W*, *TIR2*/*YOR010C*) encode cell‐wall proteins, with *PIR4*, *TIP1*, *SRL1*, and *TIR2* described as mannoproteins. 

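*CIS3*, the *PIR4* of the paper (chromosome X of R64, 122265 to 122948), was at 297 ± 54.6 FPKM in the reference, 669.6 ± 45.8 FPKM at pH 3 with 0.04% CO2 and 113 ± 10.6 FPKM at pH 3 with 50% CO2 (SD, n = 3 each). Its log2 change was 1.18 at 0.04% CO2 (SE 0.19, adjusted p = 0.0015, limma) and −1.38 at 50% CO2 (adjusted p = 8.7e-04, limma). *TIP1* (chromosome II, 372103 to 372735) was at 18796 ± 3573 FPKM, 35942 ± 12110.5 FPKM and 5615 ± 640.5 FPKM in the same groups (SD, n = 3 each). Its rise of 0.89 on the log2 scale did not pass (adjusted p = 0.020, limma), and its change of −1.73 at 50% CO2 did (adjusted p = 0.0018, limma), though not with the paper's library factors (adjusted p = 0.0066, limma). *SVS1* (chromosome XVI, 241918 to 242700) was at 177 ± 32.2 FPKM, 278 ± 1.30 FPKM and 76.3 ± 18.0 FPKM, and *SRL1* (chromosome XV, 797676 to 798308) at 364 ± 85.5 FPKM, 635 ± 78.0 FPKM and 134 ± 35.7 FPKM (SD, n = 3 each). The changes of *SVS1*, 0.67 and −1.21, and those of *SRL1*, 0.82 and −1.44, did not pass the limits, with adjusted p of 0.034 and 0.0073 for *SVS1* and 0.047 and 0.014 for *SRL1* (limma). With the paper's library factors, the log2 rises at 0.04% CO2 were 1.28 for *TIP1*, 1.06 for *SVS1* and 1.21 for *SRL1*. These passed the limit on the fold change but not that on the adjusted p (0.025, 0.019 and 0.031, limma). *TIR2* (chromosome XV, 346195 to 346950) was at 11.8 ± 2.20 FPKM in the reference and rose in both groups, to 279 ± 19.7 FPKM at 0.04% CO2 and 29.0 ± 7.11 FPKM at 50% CO2 (SD, n = 3 each). The log2 changes of *TIR2* were 4.47 (SE 0.24, adjusted p = 3.0e-07, limma) and 1.22 (adjusted p = 0.0092, limma). All 5 genes were lower at pH 3 with 50% than with 0.04% CO2 and DE in that comparison, with log2 changes of −2.56, −2.62, −1.88, −2.26 and −3.25 in the order given.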

An unexpectedly large transcriptional response, involving no fewer than 598 genes (Figure 5a), was observed in response to high CO_2_ at low pH. 

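Between pH 3 with 50% CO2 and pH 3 with 0.04% CO2, 1203 genes were DE with the deposited values, of which 1054 were higher and 149 lower at 50% CO2. The median log2 change over all 5078 genes was 0.60, and with each library multiplied by the paper's factor it was 0.04. With those factors, 445 genes were DE, 51 higher and 394 lower, and 200 of them were among the 1203. The share that was higher at 50% CO2 was thus 87.6% with the deposited values and 11.5% with the factors. Quantile normalization gave 382 genes, of which 21.7% were higher. Of the 595 genes that the paper's supplementary table lists from these same libraries, all changed in the direction listed, 260 were DE in that direction with the deposited values and 440 with the factors. In the group at 0.04% CO2, the 50 genes with the most reads took 28.6% ± 3.93 of the reads, against 17.5% ± 2.22 at 50% CO2 (SD, n = 3 each). After *NCE103*, the largest falls were those of *TIR3* (*YIL011W*, chromosome IX of R64, 333727 to 334536) and *FIT3*. *TIR3* went from 113 ± 25.6 FPKM at 0.04% CO2 to 8.42 ± 1.27 FPKM at 50% CO2 (SD, n = 3 each), a log2 change of −3.58 (SE 0.35), and that of *FIT3* was −3.54. The largest rises were those of *COS12* (*YGL263W*, chromosome VII, 2790 to 3932), a member of a subtelomeric gene family, and of *YGL262W*, with log2 changes of 3.23 and 3.16, followed by *PCK1*.

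**Figure D2:**
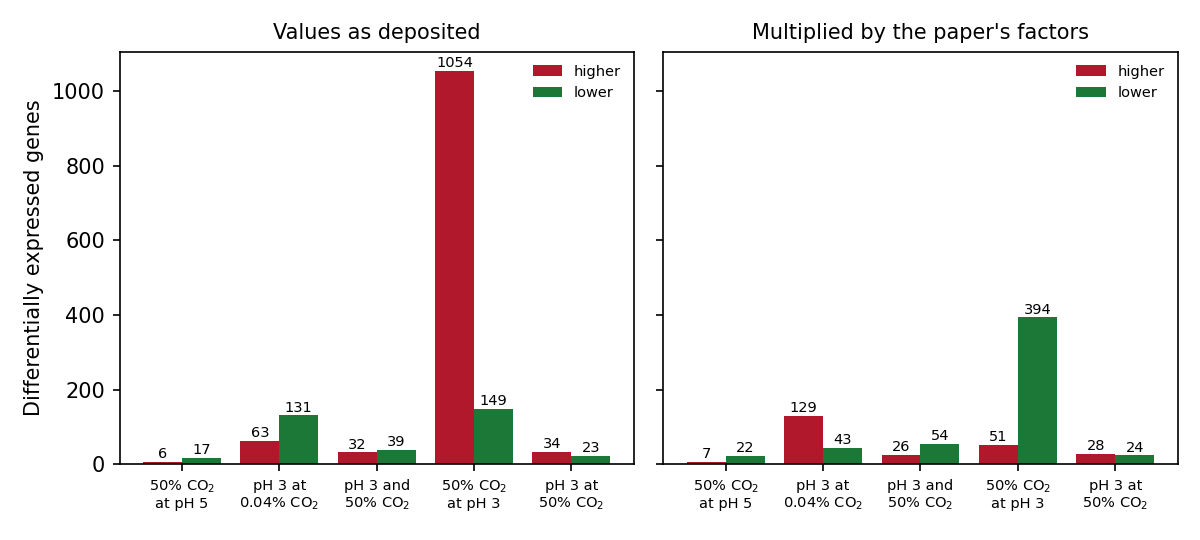
Number of DE genes, higher and lower, in the 5 comparisons of chemostat groups, with FPKM as deposited and with each library multiplied by the paper's factor. For CO2 at pH 3, 1054 higher and 149 lower genes become 51 higher and 394 lower.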

Of this large set of genes, many encoded proteins involved in processes related to cell wall, cell membrane and ergosterol biosynthesis (Supporting Information Appendix 4).

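Of the 18 cell-wall mannoprotein genes tested, 14 were DE between pH 3 with 50% and with 0.04% CO2, where 4.26 would be expected (one-sided Fisher's exact test, adjusted p = 9.4e-06), and all 14 were lower at 50% CO2. Their median log2 change was −1.73 against 0.60 for all genes. The paper's library factors gave 15 DE genes, and all 15 were lower. With no limit on the fold change and an adjusted p under 0.05, 15 were among 3551 genes and the enrichment no longer passed (Fisher's exact test, adjusted p = 0.81). Of the 3551, 3056 were higher at 50% CO2, opposite to the set, and 12.6 of the 18 would be expected. That test therefore says little about a fall of the set. Of the 22 ergosterol synthesis genes tested, 2 were DE with the deposited values, fewer than the 5.21 expected (adjusted p = 1.0), and 8 with the paper's library factors, against 1.93 expected (adjusted p = 8.7e-04). All of these were lower at 50% CO2. The median log2 change of the ergosterol genes was −0.52 against 0.60 for all genes, and −1.09 against 0.04 with the factors. Mean-normalized expression of the ergosterol set was 1.17 ± 0.0307 at pH 3 with 0.04% CO2 and 0.872 ± 0.0394 at pH 3 with 50% CO2 (SD, n = 3 each), without overlap between the libraries (two-sided exact permutation test, p = 0.10, the smallest possible here, adjusted over the 25 comparisons p = 0.23). At pH 5, it was 0.929 ± 0.0993 with 0.04% CO2 and 1.03 ± 0.164 with 50% CO2 (SD, n = 3 each).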

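Retentostats retain the cells with a filter, so that growth slows as biomass builds up. Glucose-limited retentostats were sampled at 4 points of falling growth rate, with 2 cultures for laboratory conditions (pH 5, 0.04% CO2) and 2 for industrial conditions (pH 3, 50% CO2), which made 8 libraries for each. According to the paper, the libraries of the laboratory conditions came from an earlier study and were prepared and sequenced by another company than the rest, as single-end reads, so condition and sequencing cannot be told apart and each set was fitted alone. The paper also states that glucose in the feed fell in the laboratory cultures and was held constant in the industrial ones. Its medium held more biotin and iron sulfate than that of the earlier study. In the laboratory set, between 21717268 and 86470811 reads per library were counted on genes (median 26656732), and in the industrial set between 13109387 and 16709016 (median 14220350.5). The values are FPKM made in the same way as for the chemostats. The paper's text and tables do not list the growth rates, which were read by eye from Figure 5d. For each gene with a mean FPKM of at least 10, log2(FPKM + 1) was regressed on growth rate with limma, and a gene had a trend at an adjusted p under 0.03 and an R2 above 0.8, the limits of the paper. Under laboratory conditions, 226 of 5666 genes had a trend, 78 with positive and 148 with negative slopes. The paper's supplementary tables imply a second laboratory growth rate of 0.0075 per hour, which differs from the rate read by eye, and with it 593 genes had a trend, of which 184 were among the 226. Under industrial conditions, 482 of 5130 genes had a trend, 144 with positive and 338 with negative slopes. Among the alternatives that kept all libraries, the comparison of the last with the first sampling point gave the most different counts. At an adjusted p under 0.03, these were 2294 and 2289 genes. Fits that each left out a library gave from 0 to 973 genes under laboratory and 165 to 1202 under industrial conditions. The share of positive slopes among the genes with a trend depended on the scaling, through which genes passed the limits: after quantile normalization, 121 of 219 and 238 of 556 genes had positive slopes, and 144 and 355 of these genes were among the 226 and 482. All 226 and all 482 had slopes of the same sign after quantile normalization. With the library factors, growth rates and linear scale recovered from the paper's supplementary tables, an alternative chosen after seeing the data, 74.5% of 619 and 52.1% of 536 slopes were positive. The same 2 reactors were sampled at each point. After removal of each point's mean, the profiles of libraries from the same reactor correlated across genes by a mean r of 0.22 under laboratory and 0.11 under industrial conditions, and genes are not independent replicates. With reactor as a block in the model, 206 and 655 genes had a trend, of which 159 and 476 had one without the block. Every one of the 568 and 529 genes on the paper's lists that were tested here had a slope of the sign listed there, and 118 and 305 of them had a trend with that sign. Those lists come from the same libraries, so the shared signs are no independent test. The steepest negative slopes under laboratory conditions were those of *MIN7*, *YBR200W-A* and *YPR092W*, which the annotation does not hold, and the steepest positive ones those of *CIS3*, *INO1* and *TKL1*, at 1.03, 0.98 and 0.98 on the log2 scale per 0.01 per hour. Under industrial conditions they were those of *DIP5*, *AGP1* and *HXT3*, and of *HPF1*, *MEP2* and *PLB2*, led by *DIP5* at −1.43 and *HPF1* at 1.59.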

The scale of transcriptional response to glucose limited retentostat cultivation at near‐zero growth rates was similar for laboratory and industrial conditions, with 569 and 531 differentially expressed genes, respectively (Figure 5d). Notable differences between laboratory and industrial conditions included the regulation of *PDR12*, which encodes a plasma‐membrane transporter in weak organic acid tolerance (Piper et al., 1998; Ullah, Orij, Brul, & Smits, 2012), that responded in opposite directions under the two conditions, and the enrichment of genes encoding extracellular proteins and/or involved in cell wall processes among the genes whose expression was positively correlated with increasing growth rate under laboratory conditions but not industrial conditions (Supporting Information Appendix 5).

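*PDR12* (*YPL058C*) lies on chromosome XVI of R64 from 445842 to 450377. Under laboratory conditions, its FPKM was 554 and 766 in the 2 cultures at the first sampling point and 237 and 121 at the last, a slope of 0.67 on the log2 scale per 0.01 per hour (SE 0.16, adjusted p = 0.024, limma). With an R2 of 0.680, this slope stayed under the limit of 0.8, and it passed with the paper's library factors, growth rates and linear scale, an alternative chosen after seeing the data. Under industrial conditions, *PDR12* was at 266 and 203 FPKM at the first sampling point and at 490.4 and 530.1 FPKM at the last, a slope of −0.44 (SE 0.06, R2 0.871, adjusted p = 0.0018, limma), which passed both limits. The difference between the slopes was −1.10 (SE 0.18, adjusted p = 0.010, limma, 16 libraries). In the chemostats, *PDR12* was at 434 ± 170.4 FPKM in the reference and 26.6 ± 11.8 FPKM at pH 5 with 50% CO2 (SD, n = 3 each), a log2 change of −3.98 (SE 0.32, adjusted p = 2.9e-05, limma). At pH 3 it was at 522 ± 32.6 FPKM with 0.04% and 214 ± 47.5 FPKM with 50% CO2 (SD, n = 3 each), a log2 change of −1.30 (adjusted p = 0.0039, limma). Of the cell-wall mannoprotein genes, 2 of 21 had a positive trend and none a negative one under laboratory conditions, and 1 of 17 a positive and 2 a negative one under industrial conditions. The paper's library factors, growth rates and linear scale gave 6 of 21 a positive trend under laboratory conditions, and 2 of 17 a positive and 2 a negative one under industrial conditions. Whether these shares differ between the conditions was not tested.

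**Figure D3:**
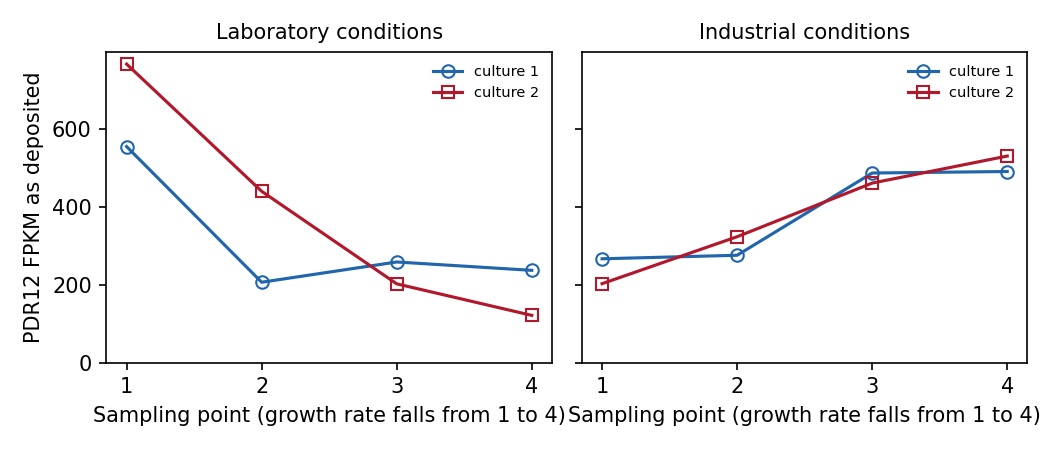
FPKM of *PDR12* in each retentostat culture at the 4 sampling points, under laboratory and industrial conditions. It falls from 554 and 766 to 237 and 121 FPKM under laboratory conditions and rises from 266 and 203 to 490.4 and 530.1 FPKM under industrial conditions.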

## 4 DISCUSSION

This study was designed to quantify and dissect adverse physiological effects on *S. cerevisiae* of process conditions that are relevant for dicarboxylic acid production (low pH, high CO_2_, and slow growth). 

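Without correction for multiple testing, 490 of the 5078 genes tested had p under 0.05 between pH 5 with 50% CO2 and pH 5 with 0.04% CO2, against 2797 between pH 3 and pH 5 at 0.04% CO2 (limma). At an adjusted p under 0.05 and any fold change, these counts were 87 and 2195, and 1899 of the 2195 were lower at pH 3, where the median gene is shifted by −0.42. Scaled by the paper's library factors, an alternative chosen after seeing the data, 590 and 1954 genes had p under 0.05, and 99 and 1109 an adjusted p under 0.05 (limma), so scaling accounts for part of the low pH counts. The libraries of the groups with high and low CO2 at pH 5 did not overlap at 743 genes (14.6%), where chance gives 10%, and at 787 (15.5%) with the factors.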

Elevated CO_2_ (50%) did not, by itself, affect the biomass yield or viability of *S. cerevisiae* as compared to those under reference conditions (Table 1), and, accordingly, triggered only a weak transcriptional response (Figure 5). This result appears to contradict results from two independent previous studies on the same strain, performed at CO_2_ levels of 50% and 79%, under fully respiratory conditions (Aguilera et al., 2005; Eigenstetter & Takors, 2017; Richard et al., 2014). This apparent discrepancy may be related to the lower specific growth rates applied in the present study (0.025 hr^−1^ and below, while the cited earlier studies used 0.10 hr^−1^). Indeed, robustness of *S. cerevisiae* to various other stresses is inversely correlated with growth rate (Bisschops et al., 2017; Boender et al., 2011; Brauer et al., 2008; Lu, Brauer, & Botstein, 2009). Additionally, in agreement with the present study, Eigenstetter and Takors observed a recovery from the CO_2_ stress after five generations.

In contrast to the apparent insensitivity of slow‐growing cultures to high CO_2_, a low culture pH caused increased maintenance‐energy requirements in glucose‐limited cultures, both at high and at low CO_2_ (Figures 2 and 4). Moreover, both in glucose‐ and in ammonium‐limited cultures, growth at low pH led to a reduced culture viability. A low extracellular pH results in a large proton gradient across the cell membrane and might increase proton influx via passive diffusion. To maintain intracellular pH homeostasis, *S. cerevisiae* can expel protons via the plasma‐membrane ATPase Pma1 (Carmelo et al., 1996; Eraso & Gancedo, 1987), a process that is an intrinsic part of maintenance‐energy metabolism (Figure 4). In glucose‐limited chemostat cultures, no changes in the expression of genes encoding for proteins involved in proton homeostasis, including *PMA1* and genes encoding subunits of the vacuolar V‐ATPase, were observed. However, in glucose‐limited retentostat cultures, *PMA1* and *PMA2* expression did show a positive correlation with specific growth rate (Figures 6a and 6b).

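*PMA1* (*YGL008C*, chromosome VII of R64, 479910 to 482666), for the plasma-membrane H+-ATPase, was at 849.9 ± 162.9 FPKM in the reference, 1144 ± 244 FPKM at pH 5 with 50% CO2, 1417 ± 433 FPKM at pH 3 with 0.04% CO2 and 904 ± 354 FPKM at pH 3 with 50% CO2 (SD, n = 3 each). Its log2 change against the reference was 0.42 (adjusted p = 0.86), 0.71 (adjusted p = 0.069) and 0.02 (adjusted p = 0.97, limma), and the last of these turned negative, −0.16, with the paper's library factors. Between the groups at pH 3, the log2 change of *PMA1* was −0.70 at 50% CO2 (adjusted p = 0.054, limma), against a median of 0.60 for all genes, and −1.26 with the factors (adjusted p = 0.015, limma). Its paralog *PMA2* (*YPL036W*, chromosome XVI, 482843 to 485686) was at 151 ± 23.1 FPKM in the reference and between 101 and 134 FPKM in the other groups, and was not DE in any comparison. The mean-normalized expression of both genes together was 0.986 ± 0.137 in the reference, 1.06 ± 0.107 at pH 5 with 50% CO2, 1.14 ± 0.465 at pH 3 with 0.04% CO2 and 0.818 ± 0.308 at pH 3 with 50% CO2 (SD, n = 3 each). For the 15 genes of V-ATPase subunits, it was 0.971 ± 0.0218, 0.993 ± 0.0314, 0.927 ± 0.0888 and 1.11 ± 0.0742 in the same order (SD, n = 3 each). As deposited, none of the differences of the 2 sets from the reference at pH 5 with 50% or pH 3 with 0.04% CO2 exceeded the spread between libraries (two-sided exact permutation test, p from 0.40 to 0.80). With the paper's library factors, both sets were higher at pH 3 with 0.04% CO2 than in the reference, by 0.437 and 0.227 (exact permutation p = 0.10 each, the smallest possible here, adjusted p = 0.19), and the log2 change of *PMA1* was 1.11 (adjusted p = 0.046, limma), short of the limit of 0.005. The V-ATPase set at pH 3 with 50% CO2 lay above every library of the other groups (exact permutation p = 0.10 for each, the smallest that 3 against 3 allow, adjusted over the 25 comparisons p = 0.23). With the paper's library factors, that set was instead lower at pH 3 with 50% CO2, at 0.944, than with 0.04% CO2, at 1.16. No V-ATPase gene was DE against the reference, and 2 of the 15 were DE and higher at pH 3 with 50% than with 0.04% CO2, where the factors gave 1 that was lower.

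**Figure D4:**
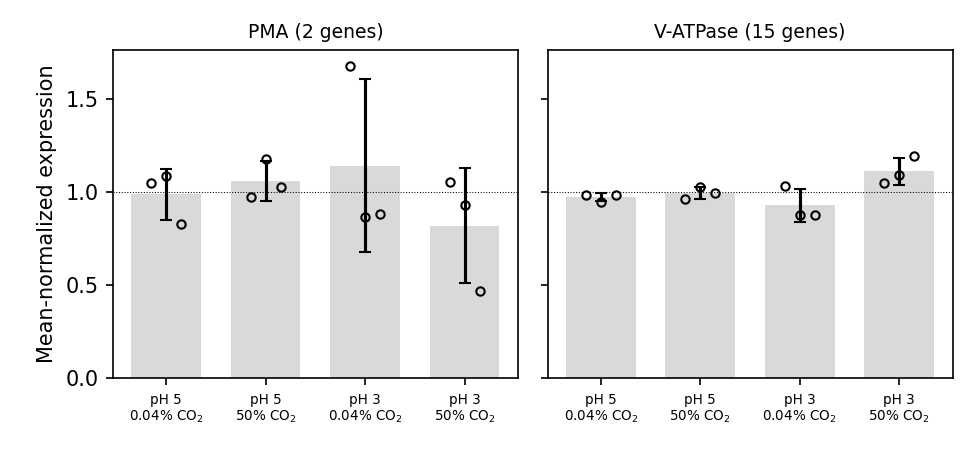
Mean-normalized expression of *PMA1* with *PMA2* and of the 15 V-ATPase genes in the 4 groups of chemostat cultures as deposited, with bars for the mean, error bars for the SD and a point for each of 3 libraries. The V-ATPase mean is 1.11 at pH 3 with 50% CO2 and 0.927 at pH 3 with 0.04% CO2, an order that the paper's library factors reverse.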

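Under laboratory conditions, *PMA1* was at 771 and 912 FPKM in the 2 cultures at the first sampling point and at 360.0 and 137 FPKM at the last, a slope of 0.70 on the log2 scale per 0.01 per hour (SE 0.18, R2 0.637, adjusted p = 0.029, limma). Under industrial conditions, it was at 1197 and 1006 FPKM at the first point and 502 and 428 FPKM at the last, a slope of 0.46 (SE 0.09, R2 0.762, adjusted p = 0.0064, limma). Both slopes passed the limit on the adjusted p but not that on R2, and their difference of −0.24 was not significant (adjusted p = 0.65, limma). On the paper's linear scale of mean-normalized expression, the laboratory slope passed both limits. *PMA2* had slopes of 0.30 under laboratory (R2 0.211, adjusted p = 0.27, limma) and 0.30 under industrial conditions (R2 0.746, adjusted p = 0.011, limma). *PMA1* and *PMA2* are paralogs, and the authors removed reads that mapped ambiguously. Reads from sequence that they share may therefore be missing from both, which was not tested.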

**Figure 6:**
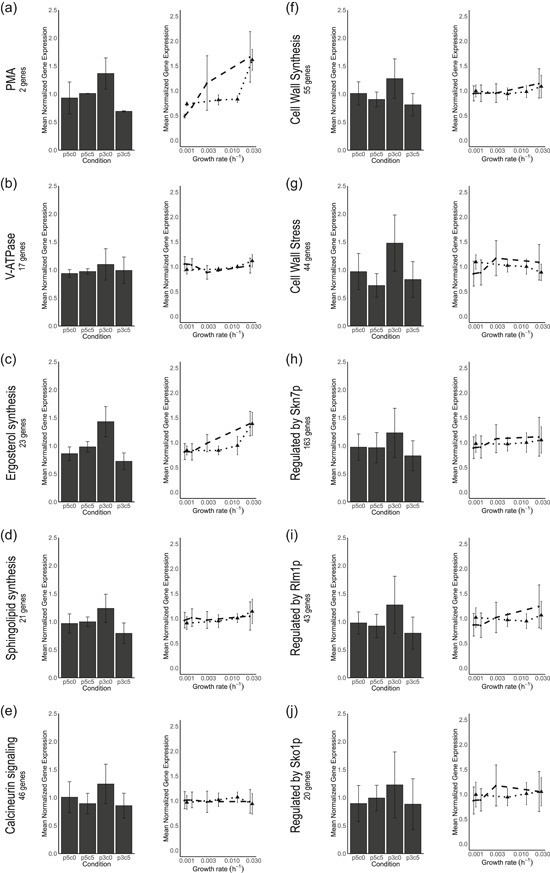
Transcriptional responses of gene sets related to proton homeostasis and diffusion (a–d), genes responsive to signaling pathways involved in low pH stress (e, h, i, j) and cell wall synthesis (f) from (Lesage & Bussey, 2006) and cell wall stress (g) from (Boorsma et al., 2004). The number of genes in each gene set is indicated in the panels. Left figures indicate per gene mean‐normalized expression from chemostats. Right figures indicate the per gene mean‐normalized expression versus growth rate for retentostat cultures under “laboratory” condition (black dots, dashed line) and “industrial” conditions (black triangles, dotted line). Mean‐normalization was performed on the separate experiments and prohibits intercomparing the expression levels. Error bars in each plot indicate the standard deviation of the per gene mean‐normalized expression of all genes in the subset

During ammonium‐limited growth, additional mechanisms might explain the increase in nongrowth associated energy requirements (Figure 4). Futile cycling of ammonia and ammonium across the plasma membrane could require addition proton pumping via Pma1 (Cueto‐Rojas et al., 2017; Liu et al., 2019) and might be aggravated at low pH. Additionally, presence of ethanol in the ammonium‐limited cultures (up to 15 g/L) might stimulate proton leakage across the plasma membrane and thus trigger an increase in ATP‐mediated proton export (Lindahl et al., 2017; Madeira et al., 2010) Together, the results of this study indicate that high death rates of slow‐growing cultures at low pH cannot be directly attributed to energy‐limited growth or increased maintenance energy‐requirements.

Yeast transcriptional responses to near‐zero growth rates in glucose‐limited retentostat cultures were highly similar under laboratory and industrially relevant conditions, indicating that the different death rates and maintenance‐energy requirements under these conditions (Figure 1) did not trigger extensive transcriptional reprogramming. 

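Of the 5031 genes tested in both sets of retentostats, 48 had a trend in both, where 18.4 would be expected by chance, and all 48 slopes had the same sign in both. A further 149 had one under laboratory conditions alone and 423 under industrial conditions alone. These counts rest on the growth rates read by eye: with the second laboratory rate of 0.0075 per hour that the supplementary tables imply, 100 genes had a trend in both, where 48.7 would be expected by chance, and all 100 slopes had the same sign. Among the genes with a trend in either set, 90.8% had slopes of the same sign with the rates read by eye, and 88.7% with that second rate. Across the genes tested in both, the slopes correlated with a Pearson r of 0.61 and a Spearman rho of 0.62, where genes are not independent replicates. The slopes themselves differed between the conditions for 26 of 5613 genes (limma, interaction of condition and growth rate, adjusted p under 0.03), and 23 of these had slopes of opposite sign. This count also rests on the rates read by eye and was not computed with the second laboratory rate. It was 143 with the order of the sampling points, and from 3 to 124 in fits that each left out a library. Without culture 1 or culture 2 of the laboratory set at point 2, it was 124 and 111. In 11 of the 26 the slope was higher under industrial conditions, and in 14 of 25 after quantile normalization, an alternative chosen after seeing the data. From this similarity, the paper reasons that the different death rates and maintenance-energy requirements under the conditions compared did not lead to extensive transcriptional reprogramming.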

In chemostat cultures, pronounced transcriptional responses to low pH involved many genes involved in cell wall synthesis and stress. 

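The mean-normalized expression of the 18 cell-wall mannoprotein genes was 0.884 ± 0.163 in the reference, 0.806 ± 0.183 at pH 5 with 50% CO2, 1.75 ± 0.0625 at pH 3 with 0.04% CO2 and 0.563 ± 0.0732 at pH 3 with 50% CO2 (SD, n = 3 each). The 3 libraries at pH 3 with 0.04% CO2 lay between 1.68 and 1.80, above all 9 others. Against the reference, the differences of 0.862 at low pH and −0.321 at low pH with high CO2 each had p = 0.10 in a two-sided exact permutation test, the smallest possible here, and 0.23 after adjustment over the 25 comparisons of gene sets. After scaling by the paper's library factors, the means were 0.799, 0.745, 2.00 and 0.451 in the same order.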

Proteins located outside the plasma membrane, including cell wall proteins, are directly exposed to the extracellular medium. As the isoelectric point (pI) of a protein determines its folding and functionality, activity of these proteins may be particularly sensitive to low extracellular pH (Schwartz, Ting, & King, 2001). Failure to replace inactive extracellular proteins, either through accumulation of inactive protein or through a limited capacity for their replacement, may therefore be a key contributor to cell death, increased maintenance energy requirements or both at low pH.

While neither synergistic nor antagonistic physiological effects of low pH and high CO_2_ were observed, transcriptional responses to the combination of these environmental conditions strongly differed from the transcriptional responses to either low pH or high CO_2_ (Figure 5a). 

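The response to 50% CO2 at pH 3 was tested against that at pH 5 with an interaction term in the same model. For 57 of 5078 genes the responses differed, with 24 more positive and 33 more negative at pH 3. The median interaction over all genes was 0.62 on the log2 scale, and 0.04 with the paper's library factors. With those factors, 128 genes differed, 13 more positive and 115 more negative, and 46 of them were among the 57. From the lists of DE genes in Figure 5a, the paper concludes that the transcriptional responses to low pH and high CO2 together strongly differed from those to each alone, although no synergy or antagonism was seen in the physiology.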

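Low pH was also compared within the cultures at 50% CO2, where 57 genes were DE between pH 3 and pH 5, 34 higher and 23 lower at pH 3. The median log2 change over all genes in this comparison was 0.19. The largest falls were those of *YHR214W-A*, which the annotation does not hold, *DIP5* and *NFG1*, and the largest rises those of *PDR12*, *YPL278C* and *FDH1*, with log2 changes of 3.03, 2.53 and 2.49. Of the 194 genes DE between pH 3 and pH 5 at 0.04% CO2, 183 had a smaller log2 change at 50% CO2, and 184 when each change was taken relative to the median of all genes. The changes with pH at the 2 CO2 levels had the same sign for 95 of the 194, and for 124 relative to that median, against 81 of 172 with the paper's library factors and 71 of 130 after quantile normalization. Of the 194, 19 were also DE at 50% CO2 in the same direction. Genes chosen for a large change in one comparison tend to change less in another: of the 57 genes DE at 50% CO2, 48 had a smaller change at 0.04% CO2, and 41 relative to the median. With the paper's library factors, the corresponding counts were 165 of 172 and 39 of 52. Over all 5078 genes, without such a choice, the log2 changes with pH had an SD of 0.57 at 0.04% CO2 and 0.46 at 50% CO2.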

In particular, high CO_2_ levels appeared to dampen the transcriptional response to low pH. Low pH stress triggers transcriptional regulation of genes under control of the cell wall integrity (CWI), high‐osmolarity glycerol (HOG) and calcineurin signaling pathways (de Lucena et al., 2015) and cytosolic pH acts as a sensor for PKA‐signaling (Dolz‐Edo, Guikema‐van der Deen, Brul, & Smits, 2019; Orij et al., 2012). Additionally, sensing of CO_2_ is relayed through sphingolipid‐mediated sensing, via the kinases Pkh1 and Pkh2, to the central nutrient sensor Sch9 (Pohlers et al., 2017). Extensive crosstalk between these signaling pathways enables cellular homeostasis (Chen & Thorner, 2007; Deprez, Eskes, Wilms, Ludovico, & Winderickx, 2018; Flamigni & Dolci, 2010; Fuchs & Mylonakis, 2009; Rodriguez‐Pena, Garcia, Nombela, & Arroyo, 2010). Accordingly, genes under control of the transcription factors regulated by these signaling pathways (Skn7p, Rlm1p, Sko1p, Figures 6e, 6h, 6i, and 6j) were upregulated at pH 3, as were gene sets involved in cell wall synthesis (Lesage & Bussey, 2006) and cell wall stress (Boorsma et al., 2004). However, these gene sets did not respond during growth at pH 3 at 50% CO_2_ (Figures 6f and 6g). While the present data do not enable elucidation of the precise nature of the cross‐talks between pH and CO_2_ signaling, in *S. cerevisiae*, two interactions between the abovementioned signaling pathways could provide further leads of investigation. First, CWI is sensed by the GPI‐anchored nano‐spring Wsc1 (Dupres et al., 2009), ultimately activating CWI and PKA pathways (García et al., 2017). The kinases Pkh1 and Pkh2 that relay the CO_2_ signal to Sch9 are also essential for Pkc1 activation of the CWI pathway (Inagaki et al., 1999; Levin, 2005; Pohlers et al., 2017) and phosphorylate the kinases Ypk1 and Ypk2 that in turn phosphorylate the CWI MAP Kinase Mpk1/Stl2 (Roelants, Torrance, Bezman, & Thorner, 2002; Schmelzle, Helliwell, & Hall, 2002). Second, at high extracellular CO_2_ conditions bicarbonate accumulates intracellularly, improves buffering of the cytosol, and attenuates the cytosolic pH (Buck & Levin, 2011; Eigenstetter & Takors, 2017). Both the cytosolic pH and bicarbonate are direct signals for PKA signaling (Buck & Levin, 2011; Dolz‐Edo et al., 2019; Thomas, 1976). Phosphoproteomic analysis of the proteins in the CWI, HOG, and PKA signaling pathways could prove an efficient strategy to elucidate the observed interplay of high CO_2_ and low pH signaling (Mascaraque et al., 2013), which could be supported by analysis of the in vivo cytosolic pH at high CO_2_ and low pH conditions by the pH‐dependent GFP‐derivative pHluorin (Orij et al., 2012).

The present study indicates that sensitivity to high CO_2_ is unlikely to be a major concern for the development of robust yeast cell factories for production of dicarboxylic acids. Instead, minimizing maintenance‐energy requirement and death rate at low pH was identified as a major objective for strain improvement. Even in the absence of product formation, low pH was shown to augment the trade‐off, at low specific growth rates, between a reduced allocation of substrate to biomass formation and increased relative contribution of maintenance‐energy requirements. The strongly increased m_s_ at low pH is clearly disadvantageous for industrial scale production of dicarboxylic acids and, moreover, is likely to be further enhanced in the presence of high product concentrations. For example, high concentrations of organic acids have been shown to cause increased maintenance‐energy requirements at low pH (Abbott et al., 2007; Abbott, Suir, Van Maris, & Pronk, 2008). From an economic perspective, the physiological impacts of low pH on *S. cerevisiae* constitute a trade‐off between fermentation costs and costs for downstream processing. The complexity of the observed physiological and transcriptional responses indicates that improving robustness under industrial conditions is unlikely to be achieved by individual genetic modifications. Instead, exploration of yeast biodiversity (Palma, Guerreiro, & Sá‐Correia, 2018), evolutionary engineering (Mans, Daran, & Pronk, 2018) and/or genome‐shuffling approaches (Magocha et al., 2018; Steensels, Gorkovskiy, & Verstrepen, 2018) may offer interesting possibilities.

## Supporting information

Supplementary information.fv Click here for additional data file.

Supplementary information Click here for additional data file.

Supplementary information Click here for additional data file.

Supplementary information Click here for additional data file.

Supplementary information Click here for additional data file.

# Supplementary material for: Physiological responses of Saccharomyces cerevisiae to industrially relevant conditions: Slow growth, low pH, and high CO2 levels
**Source:** Biotechnol Bioeng. 2020 Jan 22;117(3):721–35. doi: 10.1002/bit.27210
**Supplement:** Supplementary file 1 — Supplementary information.fv

# Appendix1: Materials & Methods

#### **Appendix 1.1 Bioreactor operations of aerobic, carbon-limited cultures**

For each bioreactor experiment a single freezer stock was inoculated to 100 mL Synthetic Medium with 2% glucose (Verduyn et al. 1992) in 500 mL shake flasks and incubated over night at 30 °C in an Innova 44 incubator (New Brunswick Scientific, Edison, NJ, USA) set at 200 rpm. Cells growing exponentially in fresh medium were used to inoculate the bioreactors at an initial OD of 0.2 – 0.4, measured at 660 nm in a Libra S12 spectrophotometer (Biochrom, Cambridge, UK).

The bioreactor was stirred at 800 rpm and the temperature was kept constant at 30 °C. The medium flow rate was set by a calibrated inflow pump, while the culture volume in the bioreactor was kept constant by the effluent pump controlled by an electrical level sensor. An Applisens pH probe (Applikon, Delft, The Netherlands) was used to monitor the pH, which was maintained at either pH 5.0 or pH 3.0 by the automatic addition of a 12.5% NH_4_OH solution, prepared by diluting a 25% ammonia solution in a 1:1 ratio with demineralized water which was then filter sterilized (0.22 μm pore size SFCA bottle-top filter; Thermo Scientific, Waltham, MA).

The operation of retentostats was essentially performed as described before (Vos et al. 2016). Upon reaching steady state (see below), the retentostat phase was initiated by switching from a regular effluent port to an effluent port equipped with an Applisense filter assembly (Applikon, Delft, The Netherlands) with a 0.2 μm pore sized filter that was inserted in the reactor prior to autoclaving. Prior to autoclaving the filter was mounted on the filter support and wetted by overnight incubation in 96% ethanol and subsequently rinsed with a phosphate buffer saline solution.

The gas flow rate of the inflowing gas was set to 700 mL/min (0.5 vvm) and the composition was either compressed air (0.04% CO_2_) or an in-line mix of compressed air and pure CO_2_ (>99.7% purity, Linde Gas Benelux, Schiedam, The Netherlands) at a ratio of 1:1 to obtain 50% concentration of CO_2_ in the inflowing gas by means of two mass flow controllers (Brooks, Hatfield, PA, USA). The exhaust gas from these chemostat and retentostat cultures was cooled with a condenser at 2 °C and dried with a PermaPure Dryer (model MD 110-8P-4; Inacom Instruments, Veenendaal, The Netherlands). The dried gas was analyzed for carbon dioxide and oxygen concentration with a combined paramagnetic/infrared off-gas analyzer NGA2000 Analyser (Rosemount, Baar, Switserland).

The medium composition for these cultivations is based on the medium described previously (Verduyn et al. 1992) and was modified to sustain higher biomass concentrations by increasing the vitamin concentration (2-fold) and the trace element solution (1.5-fold) (adaptations previously described by (Vos et al. 2016)) with 20 g/L as growth limiting nutrient and increased concentrations of iron sulfate in EDTA and biotin as described by Royal DSM, The Netherlands (Jansen et al. 2014) , final medium concentrations 7.5 mg/L and 1.1 mg/L respectively. The glucose concentration for both chemostat as well as retentostat phases was 20 g/L. For cultivations at pH 3, the medium for continuous cultivations was set to pH 3.0 by addition of 18N H_2_SO_4_ (Sigma Aldrich, Zwijndrecht, The Netherlands).

#### **Appendix1.2 Bioreactor operations of aerobic, nitrogen-limited cultures**

A bench scale 7 liters bioreactor (Applikon, Delft, The Netherlands) with a working volume of 5 liters was incubated with grown pre-cultures and firstly ran in batch mode. After the nitrogen source was depleted in the batch culture, the bioreactor was switched to chemostat cultivation mode at a dilution rate of 0.025 h^-1^. Retentostat cultivation was performed at the same dilution rate after steady state condition was achieved during the preceding N-limited chemostat phase.

From the start of the retentostat phases the glucose and nitrogen concentrations in the medium added to the bioreactor were gradually decreased by the control of two feed pumps, drawing medium from two different medium vessels. This decrease resulted in a similar decrease in limiting nutrient concentration as described before (Liu et al. 2019; Vos et al. 2016).

The bioreactor culture temperature was kept at 30 and stirring was maintained at 500 rpm. Fully aerobic condition was achieved by sparging 0.5 vvm compressed air controlled by a mass flow controller (Brooks 5850 TR, Hatfield, PA, USA). Culture pH was controlled at 3 ± 0.05 by adding either 2 M KOH or 2M H_2_SO_4_ using a Biostat Bplus controller (Sartorius BBI Systems, Melsungen, Germany).

The media compositions of preculture, batch, chemostat and retentostat referred to Liu (Liu et al. 2019).

#### **Appendix1.4 Extracellular metabolites**

Extracellular metabolites of the cultures under carbon limited conditions were obtained by centrifuging culture samples (3 min at 13000 rpm) of which the supernatant was analyzed based on high-performance liquid chromatography (HPLC) analysis on an Agilent 1100 HPLC (Agilent Technologies, Santa Clara, CA, USA) equipped with an Aminex HPX-87H ion-exchange column (BioRad, Veenendaal, The Netherlands) kept at 60 ºC, eluted with sulfuric acid (5 mM, 0.6 mL/min). Detection of glucose, ethanol and glycerol was performed by a refractive-index detector (Agilent G1362A), which were not detected above 1mM in the carbon-limited cultures. Detection of acetate, succinic acid, lactic acid and pyruvic acid was a dual-wavelength absorbance detector (Agilent G1314A; 214 nm) and were typically below 0.8 mM under carbon limitation. Residual glucose in these cultures was determined as described by Mashego et al. based on quenching of culture broth by cold steel beads (Mashego et al. 2003) and direct filtering with a 0.45 μm PVDF membrane (Millex HV, Merck, Cork, Ireland). Residual glucose concentrations were determined based on enzymatic determination kit (D-glucose HK Assay Kit, Megazyme, Wicklow, Ireland) in a 96-well plate. Absorbance at 340 nm was analyzed on a GENios Pro absorbance plate reader (Tecan, Männedorf, Switzerland).

Effluent samples of the nitrogen limited cultures at low pH were harvested from the sample port connected to the installed 0.22 µm retentostat filters. Glucose, ethanol, glycerol, succinate, lactate, and acetate concentrations in the culture were quantified by HPLC using a Bio-Rad HPX-87H. The column was eluted with phosphoric acid (1.5 mM, 0.6 mL/min). The detection of glucose, ethanol and glycerol concentrations were performed by a refractive-index detector (Walters 2414) and the succinate, lactate, acetate concentrations with a UV detector (Walters 484; 210 nm). Extracellular amino acids were analyzed by GC-MS as describe by de Jonge et al. (de Jonge et al. 2011). The residual ammonium concentration was determined by an ammonium cuvette test (0.02 - 2.5 mg/L NH_4_^+^) (Hach Lange GMBH, Dusseldorf, Germany).

#### **Appendix1.5 Viability determination from FACS**

Viability measurements using fluorescence-assisted cell sorting (FACS) was performed essentially as described before (Brickwedde et al. 2018). Briefly, cultures were analyzed on a BD FACSAria™ II SORP Cell Sorter (BD Biosciences, Franklin Lakes, NJ) equipped with 355, 445, 488, 561, and 640 nm lasers and a 70 μm nozzle, and operated with filtered FACSFlow™ (BD Biosciences). Correct cytometer performance was evaluated prior to each experiment by running a CST cycle with corresponding CS&T Beads (BD Biosciences). Drop delay for sorting was determined by running an Auto Drop Delay cycle with Accudrop Beads (BD Biosciences). Morphology of the cells was analyzed by plotting forward scatter (FSC) against side scatter (SSC). Ninety-Six single cells were sorted onto 96-well format Nunc omnitray (Thermo Scientific) plates containing YPD agar using a “single cell” sorting mask, corresponding to a yield mask of 0, a purity mask of 32 and a phase mask of 16. Viability was measured as the average percentage of sorted cells able to form a colony after 48 h incubation at 30°C on three triplicate plates.

#### **Appendix 1.6 Transcriptome analysis**

Samples for transcriptome analysis were taken from carbon-limited chemostat and retentostat cultures and was performed by quenching culture broth directly into liquid nitrogen to immediately stop mRNA turnover (Mendes et al. 2013; Piper et al. 2002). Samples were stored immediately at -80 °C. For long term storage, cells were broken and RNA stabilized by the AE-phenol chloroform method (Schmitt et al. 1990). Total RNA extraction was performed as described previously (Mendes et al. 2013). The quality of the total extracted RNA was evaluated with an Agilent 2200 Tapestation (Agilent Technologies, Santa Clara, CA) and the RNA concentration was determined using a Qubit 2.0 Fluorometer (Thermo Fisher Scientific) combined with the Qubit RNA BR assay Kit (Thermo Fisher Scientific).

Library preparation and RNA sequencing of the carbon-limited cultures in this study were performed by Novogene Bioinformatics Technology Co., Ltd. (Yuen Long, Hong Kong). Sequencing was done with Illumina paired end 150 bp sequencing read system (PE150) using a 250∼300 bp insert strand specific library which was prepared by Novogene. For the library preparation, mRNA enrichment was done using oligo(dT) beads. After random fragmentation of the mRNA, cDNA was synthetized from the mRNA using random hexamer primers. Afterward, second strand synthesis was done by addition of a custom second strand synthesis buffer (Illumina), dNTPs, RNase H and DNA polymerase I. Finally, after terminal repair, A ligation and adaptor ligation, the double stranded cDNA library was finalized by size selection and PCR enrichment. The sequencing data for these samples obtained by Novogene on a HiSeq2500 had an average read depth of 14 million reads. 

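For the 18 libraries other than those of the laboratory retentostats, the deposited FPKM values correspond to a mean of 14091150 reads counted on genes.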

For each sample, reads were aligned to the reference genome (S288C; (Engel et al. 2014)) with the two-pass STAR procedure (Dobin et al. 2013). In the first pass, we assembled a splice junction database which was used to inform the second round of alignments. Introns were allowed to be between 15 and 4000 bp, and soft clipping was disabled to prevent low quality reads from being spuriously aligned. Ambiguously mapped reads were removed. Expression was quantified per transcript using ht-seq count in union intersection mode (Anders et al. 2015). To exclude lowly expressed genes from the analysis, genes with an average FPKM value for all samples below 10 were removed. Subsequently raw counts were normalized by TMM normalization using the EdgeR package (Robinson et al. 2009) and differentially expressed genes were determined with an absolute fold change (FC) > 2 and a False Discovery Rate (FDR) < 0.005. When differentially expressed genes were determined compared to pH 5, 0.04% CO_2_ conditions, a subset of 16 genes that was differentially expressed in all three conditions, showing enrichment for genes in the pheromone response (Appendix) was further excluded for further gene set enrichment analysis. Gene-set enrichment analysis based on hypergeometric distribution analysis using the Piano package was performed with a Benjamini-Hochberg corrected p-value < 0.05 for GO-terms (obtained from Ensembl on 07-02-2019), Transcription factor sets (Harbison et al. 2004) and a set of personal categories for organic acids (Abbott et al. 2007), ageing (Aragon et al. 2008), stationary phase (Martinez et al. 2004), autophagy (Reggiori and Klionsky 2013), stress response (Eastmond and Nelson 2006; Gasch et al. 2000; Gibney et al. 2013), growth rate responsive genes (Brauer et al. 2008; Castrillo et al. 2007; Regenberg et al. 2006; Vos et al. 2016), cell cycle genes (Cho et al. 1998; Spellman et al. 1998), low pH (Abbott et al. 2008; Chen et al. 2009; de Lucena et al. 2015a; de Lucena et al. 2015b; Kapteyn et al. 2001; Kawahata et al. 2006), CO_2_ (Aguilera et al. 2005) and genes involved in central carbon metabolism. Trend analysis of per gene mean-normalized expression versus the growth rate in retentostats was performed using the maSigPro R-package (Conesa et al. 2006; Nueda et al. 2014). In this package first the genes with a trend significantly different from the mean are selected with a Benjamini-Hochberg corrected p < 0.03 and an R^2^ > 0.8. Subsequently the regression parameters for two clusters were identified with a significance cutoff of 0.05.

For comparison of transcriptome data generated in the present study to data of previous aerobic retentostat cultures (Vos et al. 2016), total RNA was extracted (see above) and sequencing was done with Illumina single end 150 bp sequencing read system (PE150) using a 100-400 bp insert strand specific library which was prepared by Baseclear. For the library preparation, mRNA enrichment was done using oligo(dT) beads. The Illumina Truseq stranded RNA-seq library preparation kit was used. The sequencing data for these samples obtained by Baseclear had at least a sequencing depth of 21.5 million reads. Mapping of these reads was performed as described above.

#### **Appendix 1.7 Trehalose and glycogen quantification**

Analysis of trehalose was performed directly by HPLC as described above. Analysis of glycogen was done by analysis of glucose released from glycogen by enzymatic determination after overnight incubation at 57 ºC of samples with α-amyloglucosidase from *Aspergillus niger* (Sigma-Aldrich, Zwijndrecht, The Netherlands). The enzymatic determination of glucose was performed as described above for residual glucose determination.

Abbott DA, Knijnenburg TA, De Poorter LMI, Reinders MJT, Pronk JT, Van Maris AJA. 2007. Generic and specific transcriptional responses to different weak organic acids in anaerobic chemostat cultures of *Saccharomyces cerevisiae*. FEMS Yeast Research 7(6):819-833.

Abbott DA, Suir E, Van Maris AJA, Pronk JT. 2008. Physiological and transcriptional responses to high concentrations of lactic acid in anaerobic chemostat cultures of *Saccharomyces cerevisiae*. Applied and Environmental Microbiology 74:5759-68.

Aguilera J, Petit T, De Winde JH, Pronk JT. 2005. Physiological and genome-wide transcriptional responses of *Saccharomyces cerevisiae* to high carbon dioxide concentrations. FEMS Yeast Research 5(6-7):579-593.

Anders S, Pyl PT, Huber W. 2015. Genome analysis HTSeq — a Python framework to work with high-throughput sequencing data. Bioinformatics 31(2):166-169.

Aragon AD, Rodriguez AL, Meirelles O, Roy S, Davidson GS, Tapia PH, Allen C, Joe R, Benn D, Werner-Washburne M. 2008. Characterization of differentiated quiescent and nonquiescent cells in yeast stationary-phase cultures. Mol Biol Cell 19(3):1271-80.

Brauer MJ, Huttenhower C, Airoldi EM, Rosenstein R, Matese JC, Gresham D, Boer VM, Troyanskaya OG, Botstein D. 2008. Coordination of growth rate, cell cycle, stress response, and metabolic activity in yeast. Molecular biology of the cell 19(1):352-67.

Brickwedde A, Brouwers N, Broek MVD, Gallego Murillo JS, Fraiture JL, Pronk JT, Daran J-MG. 2018. Structural, physiological and regulatory analysis of maltose transporter genes in *Saccharomyces eubayanus* CBS 12357T. frontiers in Microbiology 9:1-18.

Castrillo JI, Zeef LA, Hoyle DC, Zhang N, Hayes A, Gardner DCJ, Cornell MJ, Petty J, Hakes L, Wardleworth R, B. and others. 2007. Growth control of the eukaryote cell- a systems biology study in yeast. Journal of biology 6(4).

Chen AKL, Gelling C, Rogers PL, Dawes IW, Rosche B. 2009. Response of *Saccharomyces cerevisiae* to stress-free acidification. Journal of Microbiology 47:1-8.

Cho RJ, Campbell MJ, Winzeler EA, Steinmetz L, Conway A, Wodicka L, Wolfsberg TG, Gabrielian AE, Landsman D, Lockhart DJ and others. 1998. A genome-wide transcriptional analysis of the mitotic cell cycle. Molecular Cell 2:65-73.

Conesa A, Nueda MJ, Ferrer A, Talon M. 2006. maSigPro: a method to identify significantly differential expression profiles in time-course microarray experiments. Bioinformatics 22(9):1096-102.

de Jonge LP, Buijs NA, ten Pierick A, Deshmukh A, Zhao Z, Kiel JA, Heijnen JJ, van Gulik WM. 2011. Scale-down of penicillin production in *Penicillium chrysogenum*. Biotechnol J 6(8):944-58.

de Lucena RM, Elsztein C, de Barros Pita W, de Souza RB, de Sá Leitão Paiva Júnior S, de Morais Junior MA. 2015a. Transcriptomic response of *Saccharomyces cerevisiae* for its adaptation to sulphuric acid-induced stress. Antonie van Leeuwenhoek, International Journal of General and Molecular Microbiology 108:1147-1160.

de Lucena RM, Elsztein C, de Barros Pita W, de Souza RB, de Sá Leitão Paiva Júnior S, de Morais Junior MA. 2015b. Transcriptomic response of *Saccharomyces cerevisiae* for its adaptation to sulphuric acid-induced stress. Antonie van Leeuwenhoek, International Journal of General and Molecular Microbiology 108(5):1147-1160.

Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR. 2013. STAR: ultrafast universal RNA-seq aligner. Bioinformatics 29(1):15-21.

Eastmond DL, Nelson HC. 2006. Genome-wide analysis reveals new roles for the activation domains of the Saccharomyces cerevisiae heat shock transcription factor (Hsf1) during the transient heat shock response. J Biol Chem 281(43):32909-21.

Engel SR, Dietrich FS, Fisk DG, Binkley G, Balakrishnan R, Costanzo MD, Dwight SS, Hitz BC, Karra K, Nash RS and others. 2014. The Reference Genome Sequence of *Saccharomyces cerevisiae* : Then and Now. G3 4(3):389-398.

Gasch AP, P.T. S, Kao CM, Carmel-Harel O, Eisen MB, Storz G, Botstein D, Brown PO. 2000. Genomic Expression Programs in the Response of Yeast Cells to Environmental Changes. molecular Biology of the Cell 11:4241-4257.

Gibney PA, Lu C, Caudy AA, Hess DC, Botstein D. 2013. Yeast metabolic and signaling genes are required for heat-shock survival and have little overlap with the heat-induced genes. Proc Natl Acad Sci U S A 110(46):E4393-402.

Harbison CT, Gordon DB, Lee TL, Rinaldi NJ, Macisaa KD, Danford TW, Hannett NM, Tagne J-B, Reynolds DB, Yoo J and others. 2004. Transcriptional regulatory code of a eukaryotic genome. Nature 431:99-104.

Jansen MLA, Heijnen JJ, Verwaal R; DSM II Assets B.V., assignee. 2014 20-11-2014. Process for preparing dicarboxylic acids employing fungal cells. United States.

Kapteyn JC, ter Riet B, Vink E, Blad S, De Nobel H, Van Den Ende H, Klis FM. 2001. Low external pH induces HOG1-dependent changes in the organization of the *Saccharomyces cerevisiae* cell wall. Molecular Microbiology 39:469-480.

Kawahata M, Masaki K, Fujii T, Iefuji H. 2006. Yeast genes involved in response to lactic acid and acetic acid: acidic conditions caused by the organic acids in *Saccharomyces cerevisiae* cultures induce expression of intracellular metal metabolism genes regulated by Aft1p. FEMS yeast research 6:924-36.

Liu Y, el Bouhaddani A, Pronk JT, van Gulik WM. 2019. Quantitative physiology of non-energy-limited retentostat cultures of *Saccharomyces cerevisiae* at near-zero specific growth rates. BioRxiv.

Martinez MJ, Roy S, Archuletta AB, Wentzell PD, Anna-Arriola SS, Rodriguez AL, Aragon AD, Quinones GA, Allen C, Werner-Washburne M. 2004. Genomic analysis of stationary-phase and exit in Saccharomyces cerevisiae: gene expression and identification of novel essential genes. Mol Biol Cell 15(12):5295-305.

Mashego MR, van Gulik WM, Vinke JL, Heijnen JJ. 2003. Critical evaluation of sampling techniques for residual glucose determination in carbon-limited chemostat culture of *Saccharomyces cerevisiae*. Biotechnol Bioeng 83(4):395-9.

Mendes F, Sieuwerts S, de Hulster E, Almering MJH, Luttik MAH, Pronk JT, Smid EJ, Bron PA, Daran-Lapujadea P. 2013. Transcriptome-based characterization of interactions between *Saccharomyces cerevisiae* and *Lactobacillus delbrueckii* subsp. bulgaricus in lactose-grown chemostat cocultures. Applied and Environmental Microbiology 79(19):5949-5961.

Nueda MJ, Tarazona S, Conesa A. 2014. Next maSigPro: Updating maSigPro bioconductor package for RNA-seq time series. Bioinformatics 30(18):2598-2602.

Piper MDW, Daran-Lapujade P, Bro C, Regenberg B, Knudsen S, Nielsen J, Pronk JT. 2002. Reproducibility of Oligonucleotide Microarray Transcriptome Analyses. Journal of Biological Chemistry 277(40):37001-37008.

Regenberg B, Grotkjaer T, Winther O, Fausboll A, Akesson M, Bro C, Hansen LK, Brunak S, Nielsen J. 2006. Growth-rate regulated genes have profound impact on interpretation of transcriptome profiling in Saccharomyces cerevisiae. Genome Biol 7(11):R107.

Reggiori F, Klionsky DJ. 2013. Autophagic processes in yeast: mechanism, machinery and regulation. Genetics 194(2):341-61.

Robinson MD, McCarthy DJ, Smyth GK. 2009. edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26(1):139-140.

Schmitt ME, Brown TA, Trumpower BL. 1990. A rapid and simple method for preparation of RNA from *Saccharomyces cerevisiae*. Nucleic Acids Research 18(10):3091-3092.

Spellman PT, Sherlock G, Zhang MQ, Iyer VR, Anders K, Eisen MB, Brown PO, Botstein D, Flutcher B. 1998. Comprehensive identification of cell-cycle-regulated genes of the yeast *Saccharomyces cerevisiae* by microarray hybridization. molecular Biology of the Cell 9:3273-3297.

Verduyn C, Postma E, Scheffers WA, Van Dijken JP. 1992. Effect of benzoic acid on metabolic fluxes in yeasts: a continuous-culture study on the regulation of respiration and alcoholic fermentation. Yeast (Chichester, England) 8:501-17.

Vos T, Hakkaart XDV, de Hulster EAF, van Maris AJA, Pronk JT, Daran-Lapujade P. 2016. Maintenance-energy requirements and robustness of *Saccharomyces cerevisiae* at aerobic near-zero specific growth rates. Microbial Cell Factories 15(1):111-111.

# Supplementary material for: Physiological responses of Saccharomyces cerevisiae to industrially relevant conditions: Slow growth, low pH, and high CO2 levels
**Source:** Biotechnol Bioeng. 2020 Jan 22;117(3):721–35. doi: 10.1002/bit.27210
**Supplement:** Supplementary file 2 — Supplementary information

Appendix 2 : Supplementary figures

## Supplementary figure 1

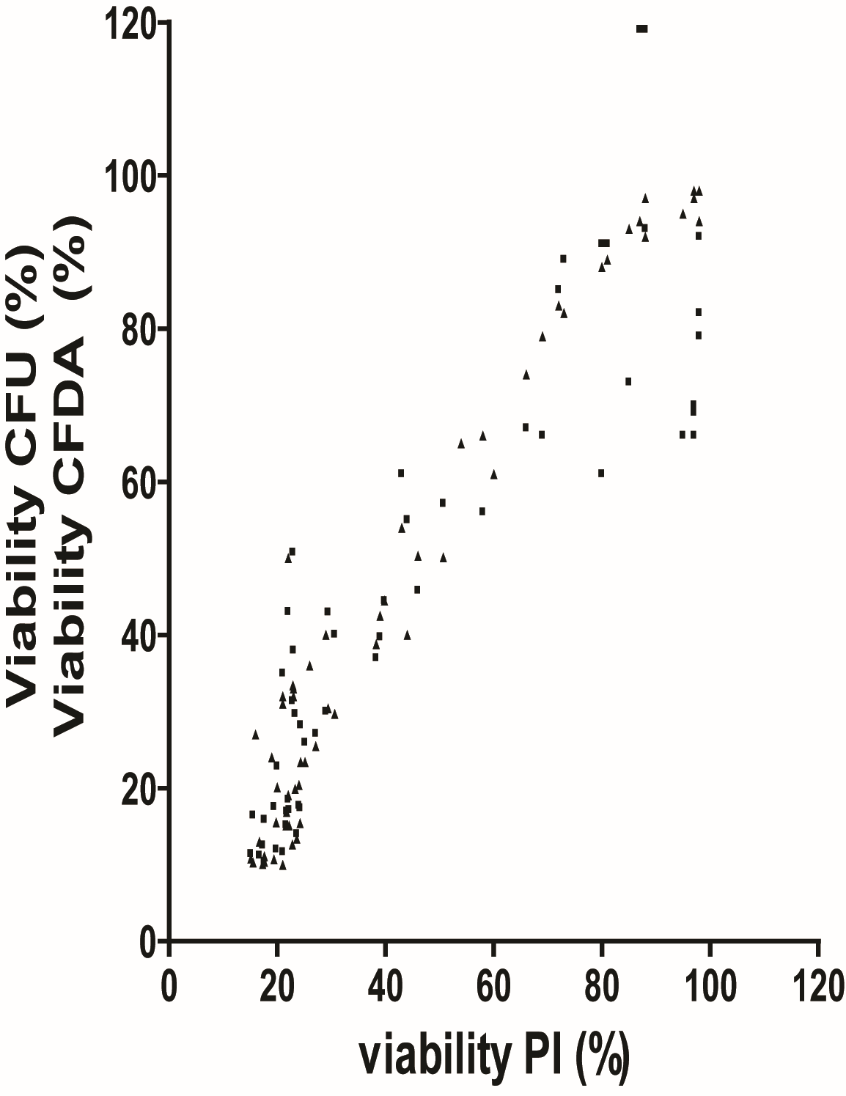

Correlation plot for viability based on Colony Forming Units (CFU; squares) and 5-CFDA, AM (CFDA, triangles) versus viability based on Propidium Iodide (PI) staining for all experiments in this study

## Supplementary figure 2

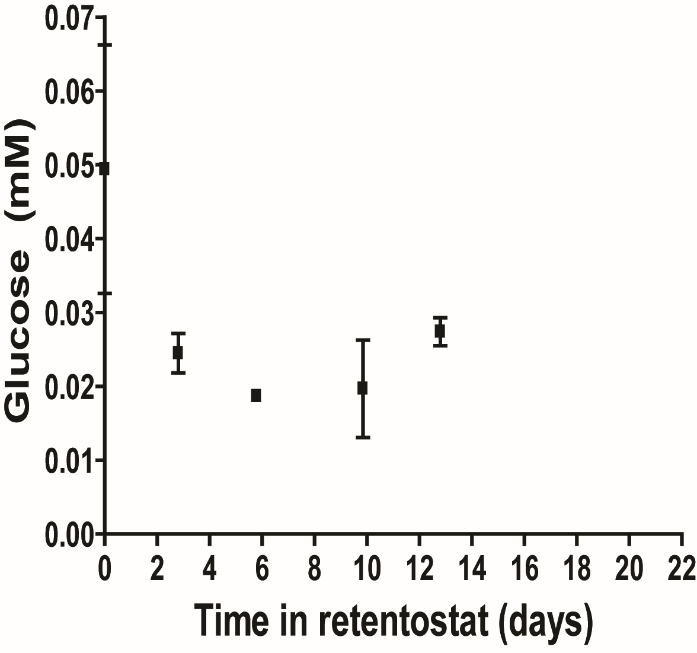

Residual glucose concentration in carbon-limited retentostat experiments at “industrially relevant” conditions (pH3, 50% CO_2_). Error bars indicate the Mean average deviation from duplicate experiments.

## Supplementary figure
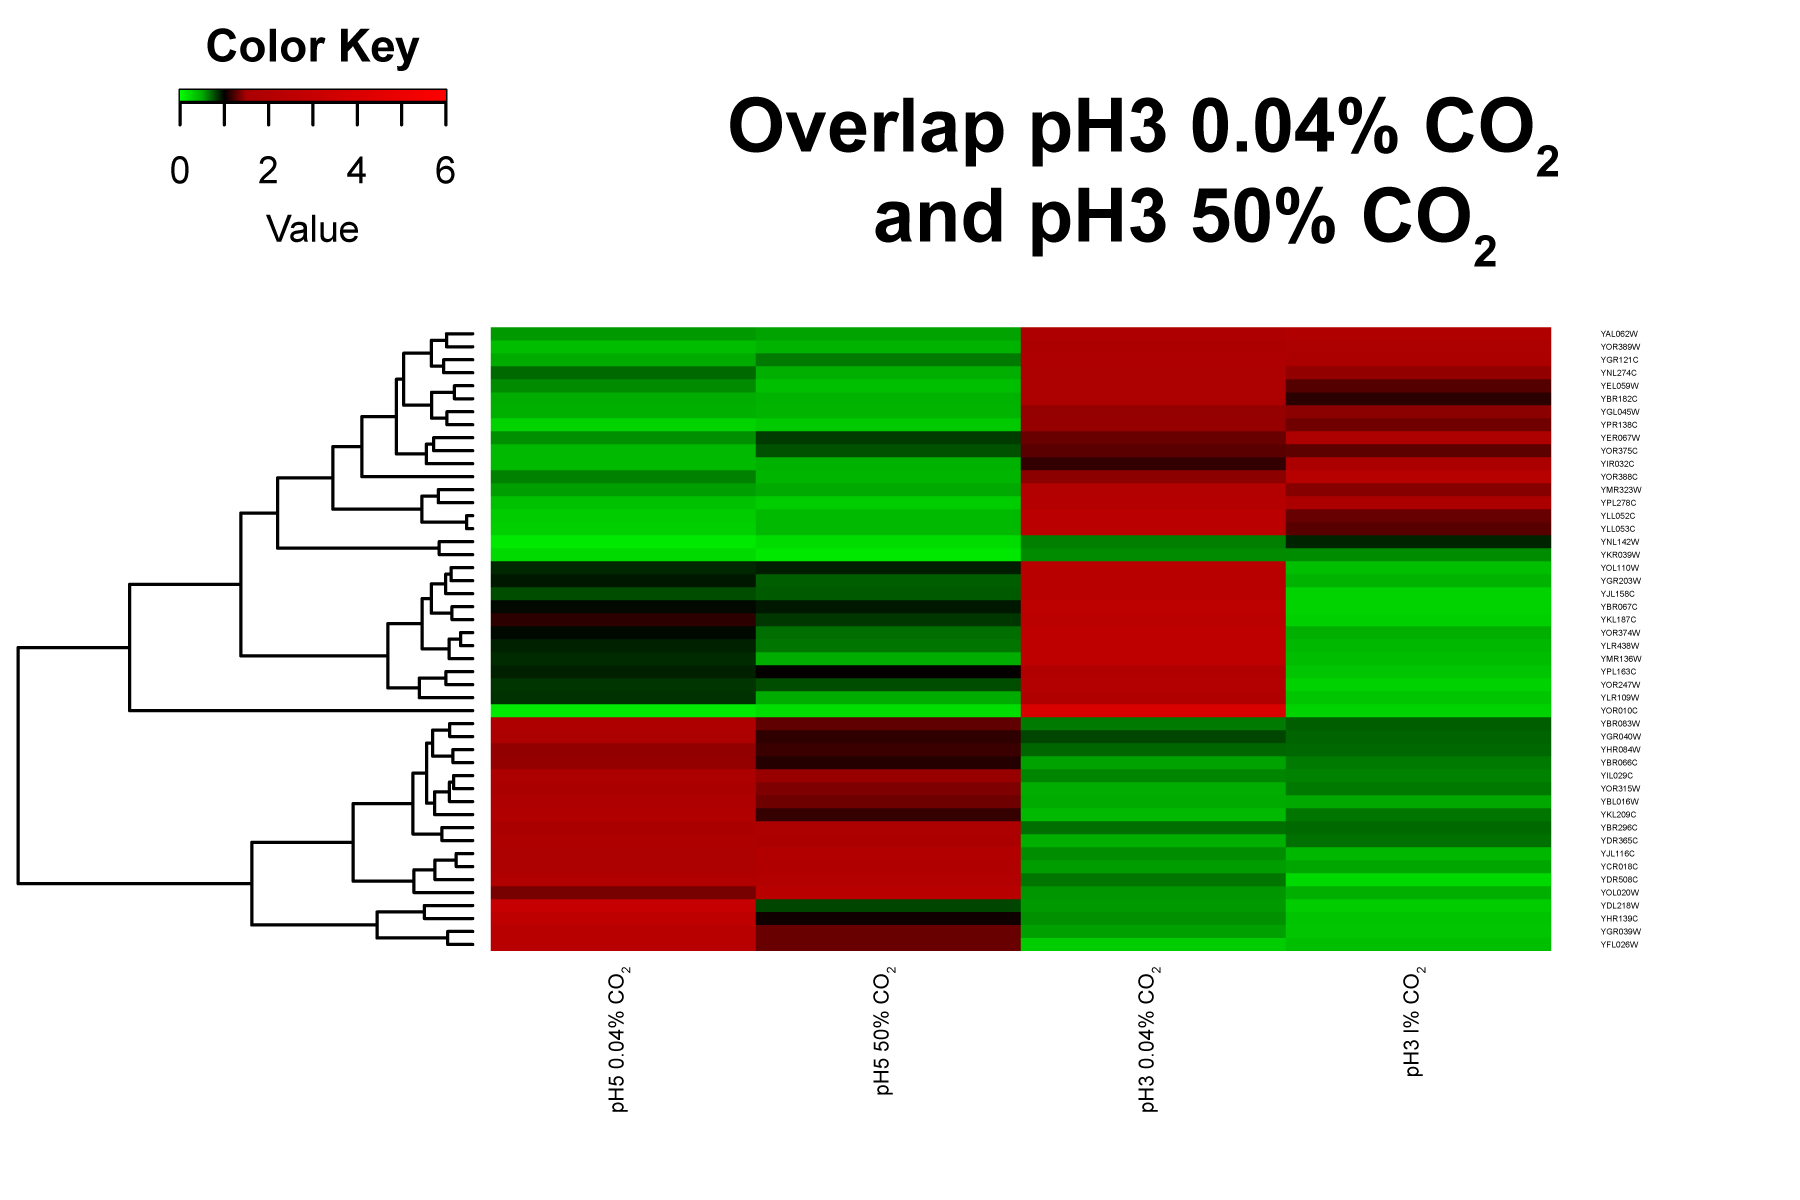
3

Heat map for the 48 genes in section δ (Figure 5) that are differentially expressed in both low pH3 combined with 50% CO_2_ conditions, as well as with pH3 alone.

How the deposited data were processed for this re-analysis (not part of the article)

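Processed RNA sequencing values of 26 libraries from *S. cerevisiae* CEN.PK113-7D were analysed: 12 libraries in 4 groups of steady-state cultures at a dilution rate of 0.025 per hour, and 16 libraries from retentostats sampled at 4 points, with 2 cultures for laboratory and 2 for industrial conditions. The 2 libraries of the industrial retentostats at their first sampling point belong to both sets. Each file holds 1 library with values for 6600 genes. The values are FPKM as deposited by the authors, who aligned the reads to the S288C genome with STAR in two-pass mode without soft clipping, removed ambiguously mapped reads and quantified expression per transcript with htseq-count in what the paper calls union intersection mode, and the deposited values hold no scaling between libraries beyond gene length and library total. For their own tests the authors used edgeR with TMM normalization on the counts.

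Gene lengths and positions were taken from release R64 of the genome, in which 5917 of the gene identifiers were found and 683 were not. The reads counted on genes were computed from the smallest step between the FPKM values of each library, and between 99.7% and 99.9% of genes with at most 1000 reads had a whole number of reads to within 0.05. They ranged from 12528647 to 86470811 per library. No 2 of the 26 libraries had identical values in 325 pairs compared, and libraries of a condition correlated with r from 0.949 to 0.998.

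Chemostat groups were compared with limma 3.58.1 in R 4.3.3 (moderated t with a mean-variance trend) on log2(FPKM + 1) for genes with a mean FPKM of at least 10 over the 12 libraries, with limits of a fold change of 2 and a Benjamini-Hochberg adjusted p of 0.005. The 5 comparisons and the interaction of pH and CO2 came from a single fit. Trends were fitted with limma on growth rate for each retentostat condition, with limits of an adjusted p of 0.03 and an R2 of 0.8, and the difference between conditions was tested as an interaction in all 16 libraries. According to the paper's methods, the 2 conditions were sequenced by different companies, whereas the sample labels name the same company for all libraries. The paper's methods were followed, so levels were not compared between the conditions. The pairing of retentostat libraries by reactor comes from the culture number in the sample labels. Gene sets were 5 lists written from gene names, tested for enrichment with one-sided Fisher's exact tests against the genes tested and for their mean-normalized expression with exact permutation tests. The gene sets of Figure 5c and the transcription factor targets, whose members are not in the text or in the part of the supplementary tables that could be read, were not analysed here.

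The genes named are those that the paper names as changed or unchanged in expression and, for each comparison and trend, the 3 genes with the largest positive and the 3 with the largest negative change among those past the limits without overlap between libraries. Alternatives covered the pseudocount (0.1), the filter on low values, quantile and median scaling, a block for replicate number, each library left out in turn, the libraries of the compared groups alone, other limits, the growth rates, a linear scale, and the single library labelled as a chemostat at pH 3 with 50% CO2. Scaling by the factors recovered from the paper's supplementary means, and the regression with the paper's recovered inputs, were chosen after seeing the data. On simulated data, the chemostat fit recovered 94% of 200 genes with 4-fold changes and called 1 other gene, and the trend fit recovered 95% and called 3 others. Tables were prepared with python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.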

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

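The tests of the pheromone-response genes were chosen only after the result was seen. The median scaling of the slope difference was chosen after the data had been examined, and the paper's library factors were too, whereas the other tests of this part were set before their own values were seen.

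A difference between groups was found in the response to CO2: the interaction of pH and CO2 passed for 57 of 5078 genes. Of 100 splits of the libraries, 3 gave as many genes, the real one included, and the most that another split gave was 181. The median log2 interaction over all genes was 0.62, so scaling bears on the count, which was 86 after scaling each library to the same median and 15 with a block for replicate number. The median gene was higher at pH 3 with 50% than with 0.04% CO2. That shift was 0.40 of 0.60 without the 50 genes with the most reads, so these genes do not account for all of it. The Spearman rho of the log2 change across genes was −0.051 with gene length and −0.42 with GC content, but a rank correlation does not move when all genes shift alike, so neither value tests the shift, which cannot be told apart from either bias by them. With the paper's library factors the shift was 0.04 and the interaction passed for 128 genes, so the shift cannot be told apart from the scaling of the libraries. Of the 57 genes, 43 passed again after quantile normalization, 45 after median scaling and 46 with the paper's factors. These values argue against library scaling as the cause of the interaction for those genes. A response to CO2 that depends on pH remains a hypothesis, since other splits gave as many genes. The block left 15, although it joins different cultures that share only a number.

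For the comparisons of groups behind the counts of DE genes, the real split was the only one of 4 splits that part as many same-numbered pairs to reach its own count, 1 of 4 for each of CO2 at pH 5, low pH at 0.04% CO2, both combined, CO2 at pH 3 and low pH at 50% CO2. For CO2 at pH 5, the largest count of the other splits was 12, with up to 1565 genes at an unadjusted p under 0.05 against 490 in the real split. For the other 4 comparisons, in the order above, the other splits all gave 0 genes, with up to 581, 275, 319 and 1972 genes at an unadjusted p under 0.05 against 2797, 1434, 3676 and 1435 in the real split. The other 6 of the 10 splits of 6 libraries put a same-numbered pair in a single group. With 4 splits the share cannot be under 0.25, and with all 10 not under 0.1, so this test could not have ruled out an accident of grouping and leaves that open. For the genes DE in both low pH comparisons, both high CO2 comparisons and all 3 comparisons, 2 of 100 splits each gave as many genes as the real split, which is included, and the largest other counts were 31, 19 and 24.

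The slopes on growth rate differed between laboratory and industrial conditions for 26 of 5613 genes, a difference between groups. Of 100 splits, 2 gave as many genes, the real one included, and the largest other count was 644. According to the paper, condition and sequencing company coincide here. Each slope comes from libraries of a single condition, so a constant offset between companies largely cancels in it. The slopes had opposite signs for 23 of the 26 genes, which argues against such an offset as the cause for those 23. A company effect that changes with growth rate cannot be told apart from the condition. The same holds for the glucose feed, which fell only in the laboratory cultures, and for the medium, with more biotin and iron sulfate in the industrial ones. Among these genes, the slope difference of *PDR12* was −1.10 on the log2 scale per 0.01 per hour. With each library scaled to the same median, its adjusted p was 0.0116, and over 22 alternatives it ranged from 5.5e-04 to 0.11, with 2 fits that each left out a library above 0.03. Scaling of the libraries does not account for the difference, and no test separates the condition from the feed, the medium or a company effect that changes with growth rate.

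In data that the paper does not compare, the laboratory retentostats at their first sampling point differed from the reference chemostats, which share pH, CO2 and dilution rate, for 992 of 5464 genes. According to the paper, the medium of the reference chemostats held more biotin and iron sulfate. After quantile normalization, 810 genes differed, of which 622 were shared with the 992, so scaling of the libraries does not account for most of it. Spearman rho across genes was 0.49 with gene length, beyond the limit of 0.3, and −0.16 with GC content. The difference cannot be told apart from a gene length bias between the companies that made the libraries or from an effect of the medium, and it shows how far levels from the 2 sources lie apart. No biological explanation was tested.

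A signal outside the genes that the paper discusses was that of *MF(ALPHA)1*, with a mean of 1546 FPKM in the reference chemostats, against 139.8, 21.0 and 105.4 FPKM in the other groups and 226 and 539.7 FPKM in the laboratory retentostats at their first sampling point. Cells of the other mating type in the reference cultures are a candidate explanation. Of 4 alpha-specific genes, 2 (*MF(ALPHA)1* and *STE3*) were higher in every reference library than in all 9 others, and *MF(ALPHA)2* and *SAG1* were not, which leaves this explanation open. Of 7 a-specific genes, 6 were higher in every reference library as deposited and 7 after scaling by the paper's factors, so genes of both mating types were higher there. Of 10 pheromone-response genes, 6 were higher in every reference library than in all 9 others as deposited and 7 after scaling by the paper's factors, so scaling of the libraries does not account for the pattern. The pattern cannot be told apart from a mixture of mating types.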

How the results depend on the processing

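The alternatives in this part were set before the data were examined, with exceptions that were chosen after seeing the data. These were the paper's library factors, the paper's trend inputs, and median and quantile scaling in the test of slope differences. The block in the gene set tests and the fits that left out a library between the sets of reference cultures were exceptions too. For the genes named, 1477 of 1633 values under alternatives had the direction and side of the limits reported, 95 no longer passed, 18 newly passed, 22 reversed and 21 values without a test moved by more than the spread. Where a value below changed, the cause was not tested.

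An adjusted p under 0.05 with no limit on the fold change gave 87 genes for CO2 at pH 5, 2195 for low pH at 0.04% CO2, 352 for both combined, 3551 for CO2 at pH 3 and 228 for low pH at 50% CO2, and with the paper's factors 99, 1109, 508, 2550 and 331 in the same order. With only the 2 groups compared in the fit, CO2 at pH 5 gave 2 genes and low pH at 0.04% CO2 gave 85. For CO2 at pH 3, the count was 382 after quantile normalization, 431 after median scaling and 445 with the paper's factors, against 1203. The interaction gave 86 genes after median scaling and 128 with the paper's factors, against 57, and the genes DE in both high CO2 comparisons numbered 11 after quantile normalization and 11 with the paper's factors, against 7. A block for replicate number gave 119 genes for low pH at 0.04% CO2, 15 for the interaction, 4 in all 3 comparisons and 15 for the slope difference. Chemostat cultures with the same number are different cultures: their libraries correlated with a mean r of −0.0851 over 18 pairs, against 0.0519 over 36 pairs with other numbers, and from −0.339 to 0.152 between pairs of groups.

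Under laboratory conditions, 641 genes had a trend with the order of the sampling points, 2294 between sampling points 4 and 1, 593 with a second growth rate of 0.0075 per hour and 619 with the paper's inputs, against 226. Under industrial conditions, the order gave 270 and sampling points 4 and 1 gave 2289, against 482, and the order gave 143 slope differences, against 26.

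In fits that each left out a library, counts ranged from 10 to 28 for CO2 at pH 5, 62 to 335 for low pH at 0.04% CO2, 31 to 99 for both combined, 140 to 1344 for CO2 at pH 3, 25 to 115 for low pH at 50% CO2, 4 to 1526 for the interaction, 11 to 35 in both low pH comparisons, 4 to 9 in both high CO2 comparisons and 1 to 10 in all 3 comparisons (12 fits each). They ranged from 0 to 973 for the laboratory trend and 165 to 1202 for the industrial trend (8 fits each), 3 to 124 for the slope difference (16 fits) and 506 to 1524 between the sets of reference cultures (3 fits). The laboratory count of 0 came without culture 1 or culture 2 at point 1 or culture 1 at point 3, where 1178, 1071 and 1805 genes had an unadjusted p under 0.05. The log2 changes ranged from −0.00089 to 0.43 for *FBP1* at low pH, −0.23 to 0.38 for *PMA1* with both combined and −0.45 to 0.19 for *PMA2* with CO2 at pH 3, and the slope difference of *PMA2* from −0.11 to 0.071.

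The change of *PMA1* with both combined, 0.02, was −0.046 after quantile normalization, −0.15 after median scaling, −0.16 with the paper's factors and −0.72 with only the library labelled as a chemostat. The slope difference of *PMA2*, 0.00, was −0.24 with the order of the sampling points, −0.044 after median scaling and −0.027 after quantile normalization.

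Mean-normalized expression of the V-ATPase set was 0.940 at pH 5 with 0.04% CO2 and 1.05 at pH 3 with 0.04% CO2 after quantile normalization, and 0.930 and 1.16 with the paper's factors. At pH 3 with 50% CO2, it was 1.19 in the library labelled as a chemostat and 0.944 with the factors, and the PMA set was at 0.469 in that library. The ergosterol set was at 1.30 at pH 3 with 0.04% CO2 and 0.804 at pH 3 with 50% CO2 after quantile normalization, and at 1.42 and 0.724 with the factors.

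For enrichment, the paper's factors gave an adjusted p of 0.00177 for ammonium transport at low pH at 0.04% CO2 (range over the alternatives 0.00177 to 1.0), 0.0796 for mannoproteins with both combined (5.91e-04 to 0.0796), 8.66e-04 for ergosterol with CO2 at pH 3 (8.66e-04 to 1.0) and 0.00249 for ammonium transport in both low pH comparisons (8.29e-04 to 1.0). Without a limit on the fold change, it was 0.145 for mannoproteins at low pH at 0.04% CO2 (9.16e-05 to 0.145), 0.813 with CO2 at pH 3 (3.53e-13 to 0.813), 1.75e-05 at low pH at 50% CO2 (1.75e-05 to 1.0) and 3.72e-04 in both low pH comparisons (3.72e-04 to 0.343), and for ammonium transport 3.85e-08 at low pH at 50% CO2 (3.85e-08 to 1.0) and 8.29e-04 in both low pH comparisons.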

Differences from the paper's values

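The alternatives named below were set before the data were examined unless stated otherwise. An alternative is said to come within the limit where its value and the paper's are at most 1.5-fold apart, or for a log2 change at most the SD apart, which can leave much of a difference in place.

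Without the genes DE in all 3 comparisons, the paper gives 42 DE genes for high CO2 and 145 for low pH with high CO2, against 16 and 64 here, and no alternative came within the limit for either. For CO2 at pH 3, the paper gives 598 DE genes against 1203 here; median scaling (431), leaving out replicate 2 at pH 3 with 50% CO2 (459) and the paper's factors (445), the last chosen after seeing the values, came within the limit, and the other alternatives did not. For low pH at 50% CO2, the paper gives 115 against 57; without replicate 1 at pH 5 with 50% CO2 the count here was also 115, and no other alternative came within the limit. In all 3 comparisons, the paper gives 16 against 7, and no alternative came within the limit. In both high CO2 comparisons, the paper gives 13 against 7; no filter on low values (9), quantile normalization (11), median scaling (10), leaving out replicate 1 at pH 5 with 50% CO2 (9) and the paper's factors (11), the last chosen after seeing the values, came within the limit, and the other alternatives did not. In both low pH comparisons, the paper gives 48 against 24; leaving out replicate 1 at pH 5 with 50% CO2 (35) or replicate 1 at pH 3 with 0.04% CO2 (32) came within the limit, and the other alternatives did not. Of these, the paper gives 18 upregulated in both against 8; quantile normalization (12), median scaling (15) and the paper's factors (15), the last chosen after seeing the values, came within the limit. The paper gives 12 with opposite directions against 1 here, and no alternative came within the limit; the most were 4, without replicate 1 at pH 3 with 0.04% CO2, and 2, without replicate 1 at pH 5 with 50% CO2.

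In the paper's supplementary tables, 76.6% of the DE genes at low pH at 0.04% CO2 are higher, against 32.5% here; quantile normalization (70.8%) and median scaling (74.3%) came within the limit, and so did, chosen after seeing the values, the paper's factors (75.0%) and these with an adjusted p under 0.05 at any fold change (55.1%). For both combined, the paper's tables give 22.4% against 45.1%, which only the paper's factors (32.5%), chosen after seeing the values, brought within the limit. For CO2 at pH 3, they give 18.8% against 87.6%; quantile normalization (21.7%) came within the limit, and the paper's factors (11.5%) did not. For low pH at 50% CO2, they give 35.7% against 59.6%, and only the paper's factors with an adjusted p under 0.05 at any fold change (38.7%), chosen after seeing the values, came within the limit.

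For the laboratory retentostats, the paper gives 569 genes with a trend against 226; the order of the sampling points (641), a second growth rate of 0.0075 per hour (593), leaving out culture 1 at point 2 (635) and the paper's inputs (619), the last chosen after seeing the values, came within the limit. Positive slopes make up 76.8% in the paper's tables against 34.5%; a linear scale (88.9%), quantile normalization (55.3%) and the paper's inputs (74.5%), the last chosen after seeing the values, came within the limit, and without culture 2 at point 3 only 1 gene had a trend, so that its positive slope gives no share to compare. For the industrial retentostats, they make up 52.4% in the paper's tables against 29.9%; a linear scale (35.6%), the order (37.8%), sampling points 4 and 1 (42.6%), quantile normalization (42.8%), leaving out culture 1 at point 2 (40.1%) and the paper's inputs (52.1%), the last chosen after seeing the values, came within the limit. The log2 change of *TIR2* at low pH is 4.96 in the paper's tables against 4.47; a pseudocount of 0.1 (4.57), quantile normalization (4.64), median scaling (4.86), leaving out replicate 1 at pH 5 with 0.04% CO2 (4.60) and the paper's factors (4.86), the last chosen after seeing the values, came within the limit.

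The paper names *PKC1* among upregulated genes of gluconeogenesis at high CO2; the log2 change of *PKC1* was −0.19 here and that of *PCK1* 2.80. *ICL1*, which the paper lists as upregulated, was not DE here at pH 5 with 50% CO2 (1.47) or with both combined (1.22). It passed in both with a block for replicate number, which joins different cultures. *TIP1* at low pH (0.89) passed only without replicate 1 at pH 3 with 0.04% CO2. With both combined, *SVS1* (−1.21), *SRL1* (−1.44) and *TIR2* (1.22) passed only without replicate 1 at pH 5 with 50% CO2, and *SVS1* (0.67) and *SRL1* (0.82) passed at low pH under no setting. The paper's text lists *TIR2* among 12 genes with opposite responses at the CO2 levels, and its changes here, 4.47 and 1.22, had the same sign. The paper's supplementary tables themselves give opposite directions for 11 of the 48 genes, as many as were computed here. The paper's tables list *PMA1* as lower at pH 3 with 50% than with 0.04% CO2; its change of −0.70 passed under no setting. The paper states that *PDR12* responded in opposite directions under the conditions compared and that *PMA1* and *PMA2* correlated positively with growth rate. Under laboratory conditions, *PDR12* (0.67) did not pass here; it passed between sampling points 4 and 1, without replicate 2 at point 2 and with the paper's inputs, chosen after seeing the values. *PMA1* (0.70) did not pass either, and passed on a linear scale, between sampling points 4 and 1 and with the paper's inputs, chosen after seeing the values. Under industrial conditions, *PMA1* (0.46) passed only between sampling points 4 and 1 and without replicate 1 at point 2. *PMA2* (0.30 and 0.30) did not pass, and passed between sampling points 4 and 1 under both conditions, and under industrial conditions also without replicate 2 at point 2 or point 3.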

Other observations

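The values in this part were singled out after they were seen, and no explanation of them was tested.

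In the industrial retentostats at the second sampling point, *PCK1* was at 1365 FPKM in culture 1 and 246 FPKM in culture 2, *ICL1* at 794 and 317 FPKM, and *FBP1* at 598 and 223 FPKM. *HPF1* was at 509.8 and 574 FPKM in the industrial cultures at the first sampling point and at 28.7 and 28.5 FPKM at the last. *MFA1* had a mean of 26976.5 FPKM in the reference chemostats and was at 2575 and 3404 FPKM in the laboratory retentostats at their first sampling point, whereas *FUS1* was at 40.1 FPKM and at 37.4 and 51.4 FPKM. *MEP3* was at 8.04 FPKM in the reference chemostats and at 323 and 216 FPKM in those retentostat libraries. The 50 genes with the most reads took 20.6% of the reads at pH 5 with 0.04% CO2 and 20.6% at pH 5 with 50% CO2.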
